# Nonadditive Transcriptomic Signatures of Genotype-by-Genotype Interactions during the Initiation of Plant-Rhizobium Symbiosis

**DOI:** 10.1128/mSystems.00974-20

**Published:** 2021-01-12

**Authors:** Camilla Fagorzi, Giovanni Bacci, Rui Huang, Lisa Cangioli, Alice Checcucci, Margherita Fini, Elena Perrin, Chiara Natali, George Colin diCenzo, Alessio Mengoni

**Keywords:** RNA-seq, *Sinorhizobium meliloti*, hybrid strain, plant-microbe interactions

## Abstract

Rhizobia are ecologically important, facultative plant-symbiotic microbes. In nature, there is a large variability in the association of rhizobial strains and host plants of the same species. Here, we evaluated whether plant and rhizobial genotypes influence the initial transcriptional response of rhizobium following perception of a host plant. RNA sequencing of the model rhizobium Sinorhizobium meliloti exposed to root exudates or luteolin (an inducer of *nod* genes, involved in the early steps of symbiotic interaction) was performed on a combination of three S. meliloti strains and three alfalfa varieties as host plants. The response to root exudates involved hundreds of changes in the rhizobium transcriptome. Of the differentially expressed genes, 35% were influenced by the strain genotype, 16% were influenced by the plant genotype, and 29% were influenced by strain-by-host plant genotype interactions. We also examined the response of a hybrid S. meliloti strain in which the symbiotic megaplasmid (∼20% of the genome) was mobilized between two of the above-mentioned strains. Dozens of genes were upregulated in the hybrid strain, indicative of nonadditive variation in the transcriptome. In conclusion, this study demonstrated that transcriptional responses of rhizobia upon perception of legumes are influenced by the genotypes of both symbiotic partners and their interaction, suggesting a wide spectrum of genetic determinants involved in the phenotypic variation of plant-rhizobium symbiosis.

**IMPORTANCE** A sustainable way for meeting the need of an increased global food demand should be based on a holobiont perspective, viewing crop plants as intimately associated with their microbiome, which helps improve plant nutrition, tolerance to pests, and adverse climate conditions. However, the genetic repertoire needed for efficient association with plants by the microbial symbionts is still poorly understood. The rhizobia are an exemplary model of facultative plant symbiotic microbes. Here, we evaluated whether genotype-by-genotype interactions could be identified in the initial transcriptional response of rhizobium perception of a host plant. We performed an RNA sequencing study to analyze the transcriptomes of different rhizobial strains elicited by root exudates of three alfalfa varieties as a proxy of an early step of the symbiotic interaction. The results indicated strain- and plant variety-dependent variability in the observed transcriptional changes, providing fundamentally novel insights into the genetic basis of rhizobium-plant interactions. Our results provide genetic insights and perspective to aid in the exploitation of natural rhizobium variation for improvement of legume growth in agricultural ecosystems.

## Abstract (precis)

A sustainable way for meeting the need of an increased global food demand should be based on a holobiont perspective, viewing crop plants as intimately associated with their microbiome, which helps improve plant nutrition, tolerance to pests, and adverse climate conditions. However, the genetic repertoire needed for efficient association with plants by the microbial symbionts is still poorly understood.

## INTRODUCTION

Microbes play a crucial role in the biology and evolution of their eukaryotic hosts (1). Among other activities, microbes contribute to the host’s acquisition of nutrients (2), functioning of the host’s immune system (3), and protection of the host from predation (4). The rules governing host-microbe interactions remain a topic of intense investigation. In many cases, the eukaryotic host selectively recruits the desired microbial partner: squid light organs are selectively colonized by *Vibrio* symbionts (5), legumes select for effective symbionts by sanctioning noneffective symbionts (6), and the crop microbiome is cultivar dependent (7, 8). The genetic basis determining the quality of a microbial symbiont (i.e., its ability to improve host plant phenotypes such as growth and tolerance) and its ability to effectively colonize its eukaryotic partner is generally not well understood, but evolution experiments and high-throughput genome sequencing projects of host-associated microbes and complete microbiomes are shedding light on this topic (9–14). In the case of plants, such studies have observed an enrichment of certain gene functions in plant-associated microbes, such as genes related to carbohydrate metabolism, secretion systems, phytohormone production, and phosphorus solubilization (11, 12, 15, 16).

The rhizobia are an ecologically important exemplar of facultative host-associated microbes. These soil-dwelling bacteria are able to colonize plants and enter an endosymbiotic association with plants of the family *Fabaceae* (17). This developmentally complex process begins with an exchange of signals between the free-living organisms (18), which leads to the invasion of the plant by the rhizobia (19), and culminates in the formation of a new organ (a nodule) in which the plant cells are intracellularly colonized by N_2_-fixing rhizobia (20, 21). Decades of research have identified an intricate network of coordinated gene functions required to establish a successful mutualistic interaction between rhizobia and legumes (21–23). In contrast to the core symbiotic machinery, most of which has been elucidated, much remains unknown about the accessory genes required to optimize the interaction.

In addition to simple gene presence/absence, genotype-by-genotype (GxG) interactions have prominent impacts on symbiotic outcomes (24). The importance of both the plant and bacterial genotypes, and their interaction, in optimizing symbioses between rhizobia and legumes was recognized in early population genetic studies (25–27). More recently, greenhouse studies have directly demonstrated the influence of GxG interactions on the fitness of both the plant and rhizobium partners (28–31). The newly developed select-and-resequence approach is providing a high-throughput approach to uncover the genetic basis underlying GxG interactions for fitness in rhizobium-legume symbioses as well as a way to screen for strain-specific effects of individual genes (32, 33). To date, GxG interaction studies have largely focused on measurements of fitness as a holistic measure of the entire symbiotic process. Nodule formation is a complex developmental process involving several steps, each of which requires a distinct molecular toolkit (34), and in principle, distinct GxG interactions could be acting at each of these developmental stages. Transcriptomic studies have demonstrated that GxG interactions have significant impacts on the gene expression patterns of both partners in mature N_2_-fixing nodules (35, 36). However, we are unaware of studies specifically focusing on the role of GxG interactions in early developmental stages, such as during the initial perception of the partners by each other. Such knowledge is critical not only to fully understand the microevolution of host-associated bacteria but also to develop host variety-specific rhizobium bioinoculants that may ensure good nodulation abilities over unwanted (indigenous) rhizobial strains (37, 38).

Here, we evaluated whether GxG interactions could be identified in the initial transcriptional response of rhizobium perception of a host plant. We worked with Sinorhizobium meliloti, which is one of the best-studied models for GxG interactions in rhizobia. S. meliloti forms N_2_-fixing nodules on plants belonging to the tribe *Trigonelleae* (39), which includes alfalfa, a major forage crop grown worldwide for which many varieties have been developed (40). The S. meliloti genome comprises three main replicons, a chromosome, a chromid, and a megaplasmid; the latter one harbors most of the essential symbiotic functions, including the genes responsible for the initial molecular dialog with the host plant (*nod* genes) (41, 42). To address our aim, the gene expression patterns of three strains of S. meliloti (each with distinct symbiotic properties) following 4 h of exposure to root exudates derived from three alfalfa cultivated varieties were characterized using RNA sequencing (RNA-seq). The transcriptome following exposure to luteolin (a known inducer of *nod* genes, involved in the early steps of symbiotic interaction [43]) was also analyzed. Additionally, the relevance of the megaplasmid in defining the strain-specific transcriptional responses was analyzed by studying a hybrid S. meliloti strain in which the native megaplasmid was replaced with that of another wild-type strain. The results demonstrated that the transcriptional response involved genes on all three replicons and that, even among conserved S. meliloti genes, transcriptional patterns were both strain and root exudate specific.

## RESULTS

### Symbiotic phenotypes differ across rhizobial strain-plant variety combinations.

Symbiotic phenotypes (plant growth and nodule number) and root adhesion of S. meliloti strains Rm1021, BL225C, and AK83 were measured during interactions with three varieties of alfalfa (Camporegio, Verbena, and Lodi). The results indicated that these phenotypes are influenced by both the plant and bacterial genotypes (Fig. 1; see also Fig. S1 in the supplemental material). Root adhesion phenotypes (Fig. 1a) were divided by the Scott-Knott test into three main groups reflecting high, medium, and low root colonization. Interestingly, each group was heterogeneous with respect to both plant variety and S. meliloti strain, consistent with the specificity of plant variety (i.e., genotype *sensu lato*) and strain individuality (i.e., strain genotype) pairs in root colonization efficiency. For instance, S. meliloti BL225C strongly colonized the roots of the Camporegio and Verbena varieties, but it displayed much weaker colonization of the Lodi cultivar. On the other hand, S. meliloti AK83 colonized the Lodi and Camporegio varieties better than the Verbena cultivar. Nodules per plant as well as measures of symbiotic efficiency (epicotyl length and shoot dry weight) showed differences among the strain-variety combinations (Fig. 1b to d). However, the extents of the variation were lower than those recorded for plant root adhesion. The highest number of nodules was found on the Lodi variety nodulated by S. meliloti AK83, which was previously interpreted as a consequence of its reduced N_2_ fixation ability with some alfalfa varieties (44–46). Interestingly, the measures of symbiotic efficiency did not correlate with root adhesion phenotypes (both adhesion versus dry weight and adhesion versus epicotyl length gave nonsignificant Pearson correlation values [*P* > 0.18]). However, we cannot *a priori* exclude that measuring adhesion over the whole root might not reflect adhesion to the root hair extension zone, where rhizobia start the symbiotic interaction. For example, the largest plants were the Lodi variety inoculated with S. meliloti BL225C despite the root adhesion of this combination being the lowest. Similarly, the smallest plants were the Verbena variety inoculated with S. meliloti Rm1021 despite strong root adhesion in this pairing.

**FIG 1:**
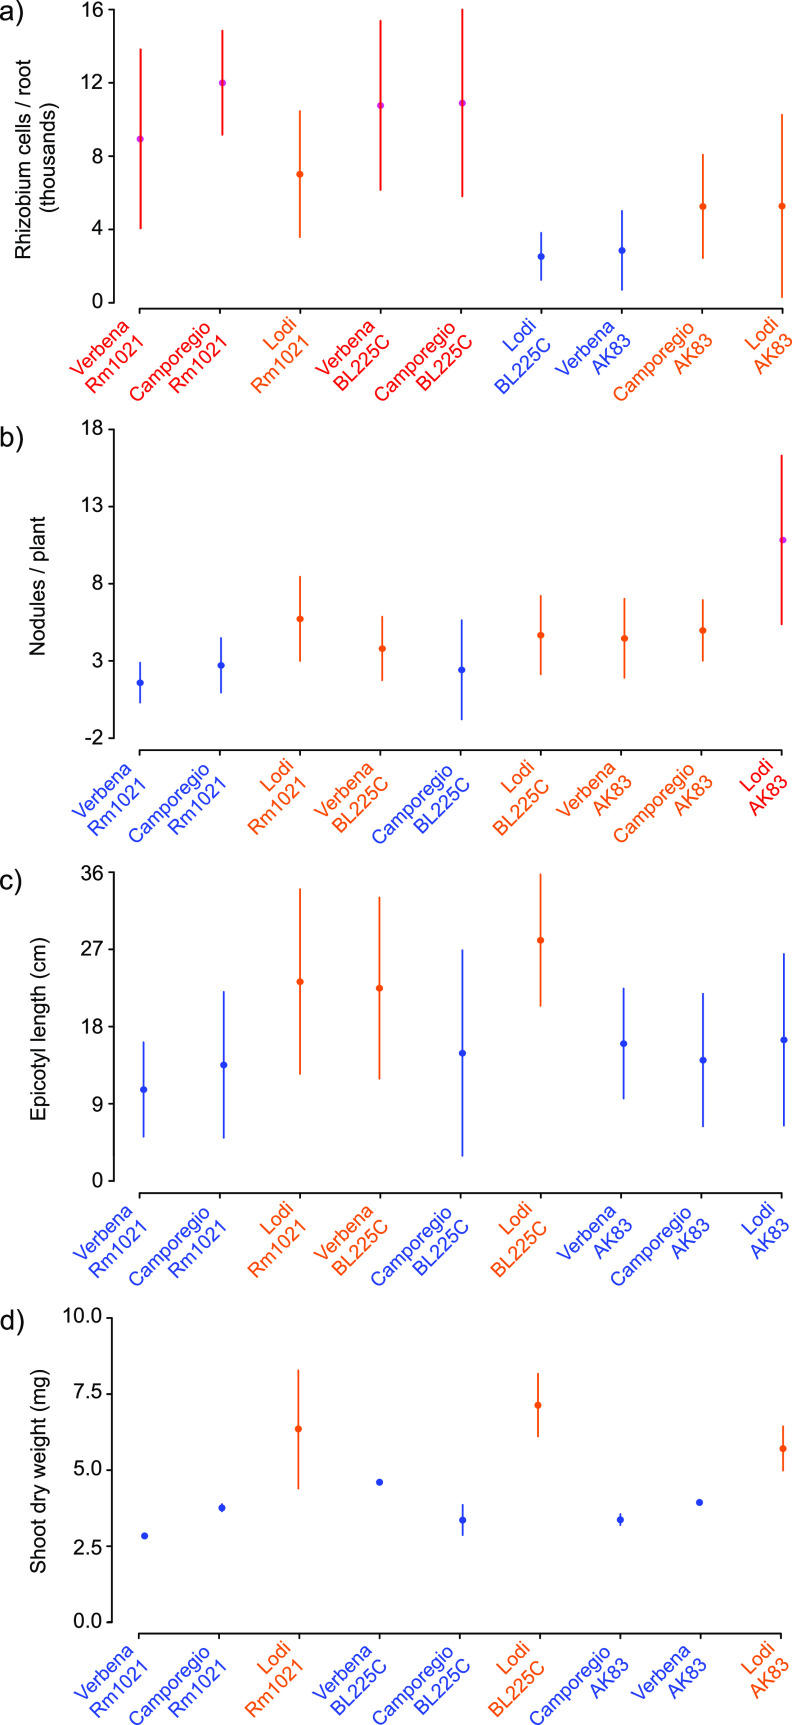
Strain-by-plant variation of symbiosis-associated phenotypes. The number of rhizobium cells retrieved from plant roots (a), number of nodules per plant (b), epicotyl length (c), and plant dry weight (d) are reported. Different colors (pink, orange, and blue) indicate statistically significant groupings (*P* < 0.05) based on a Scott-Knott test. For each condition, the dots indicate the mean values, and the vertical lines indicate the standard deviations.

10.1128/mSystems.00974-20.2 FIG S1 Symbiosis-associated phenotypes. The number of rhizobium cells retrieved from plant roots (a), number of nodules per plant (b), epicotyl length (c), and the plant dry weight (d) are reported. Letters and different colors indicate groupings based on Tukey contrasts (*P* < 0.05). Error bars indicate 1 standard deviation. Download FIG S1, PDF file, 0.04 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Root exudates differ among alfalfa varieties.

Liquid chromatography-mass spectrometry (LC-MS) analysis of the alfalfa root exudates detected a total of 2,688 unique features, including 392 annotated features, across the two platforms: 1,514 hydrophilic features were detected by ultraperformance liquid chromatography (UPLC)-MS in positive mode (PP) (288 annotated), and 1,174 hydrophilic features were detected by UPLC-MS in negative mode (PN) (104 annotated) (see worksheet 1 in Data Set S1 in the supplemental material). In order to clarify if the metabolite compositions of the root exudates from the alfalfa varieties differed, principal-component analysis (PCA) was performed on the two biological replicates of the three cultivars (Fig. 2). The three cultivars clearly grouped separately from each other, suggesting the presence of variety-specific differences in their metabolic compositions. Peaks PP_23583, PP_25608, PP_14051, and PP_23300 were assigned by the PubChem database to liquiritigenin, apigenin, genistein, and apigeninidin, respectively; however, differences in the concentrations of these compounds between the root exudates were not statistically significant (data not shown). Most of the observed differences were related to amino acids, in particular *N*-acetyl-l-leucine, tryptophan, cytosine, 3,5-dihydroxyphenylglycine, and the dipeptide Val-Ala (Table S1). Multiple flavones and flavonoids, which include known inducers of NodD activation (43) and chemotaxis (47), were potentially identified. These include a peak hypothetically attributed to apigeninidin (PP_23300), which was found in the Verbena and Camporegio root exudates; liquiritigenin (PP_23583), which was found in the Camporegio and Lodi root exudates; as well as apigenin (PP_25608) and genistein (PP_14051), which were found in variable amounts in the root exudates from all three varieties. Elemental analysis (CHNS [carbon, hydrogen, nitrogen, sulfur]) of root exudates was also performed (Table S2), and the results were used to normalize the quantity of root exudates used in the treatment of S. meliloti strains based on equalizing the amount of total organic carbon (TOC) added to each culture.

**FIG 2:**
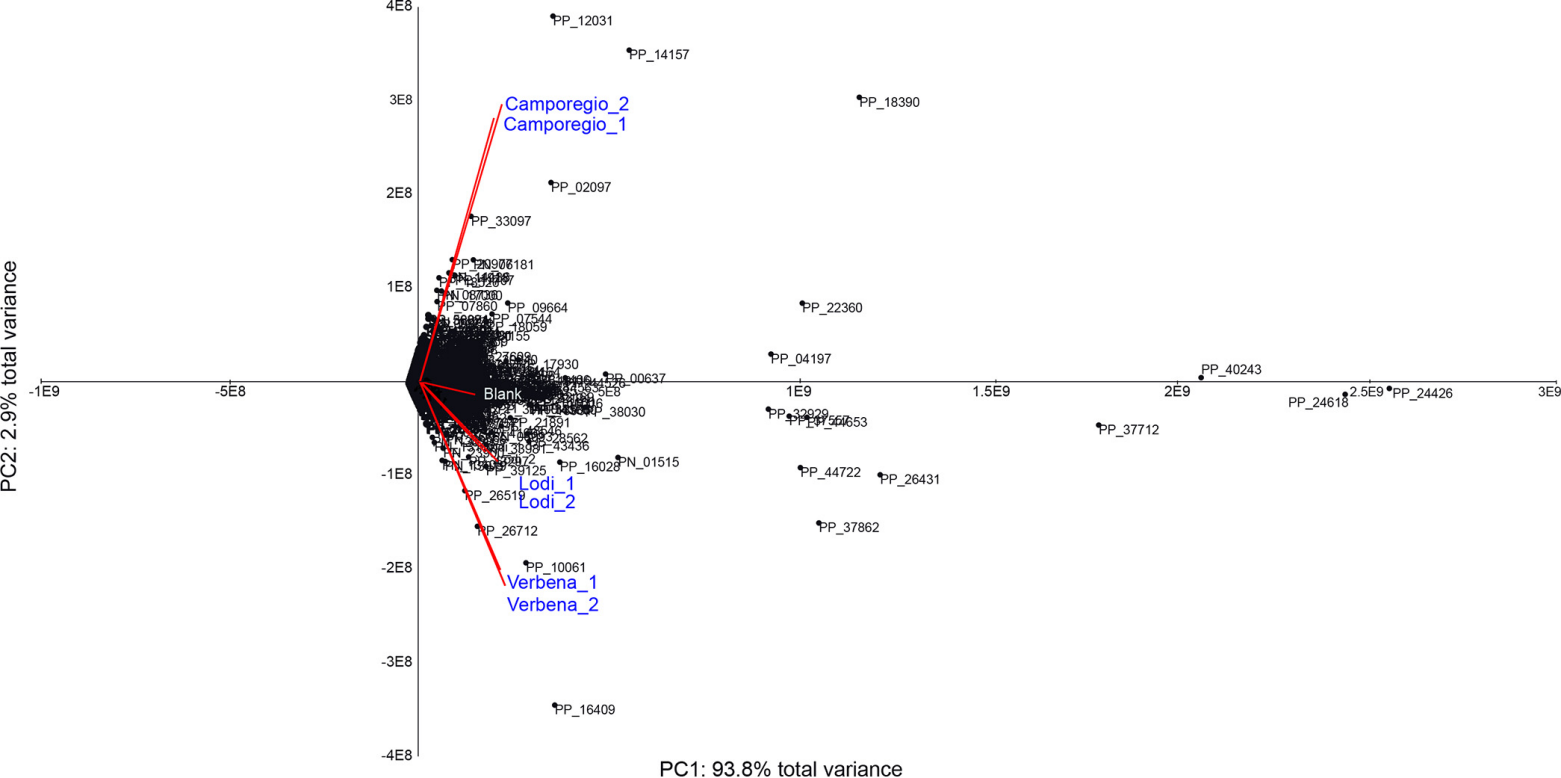
Principal-component analysis biplot from LC-MS analysis of root exudates of the Verbena, Lodi, and Camporegio varieties of alfalfa, including the blank control. Centroids report LC-MS peak IDs (see worksheet 1 in Data Set S1 in the supplemental material), and vectors indicate the loadings of plant varieties.

10.1128/mSystems.00974-20.6 TABLE S1 Metabolites with the greatest differences among root exudates. Results of Simper analysis are based on the decomposition of the Bray-Curtis dissimilarity obtained from each peak ID value. The peak ID, average dissimilarity, percent contribution, and hypothetical compound after a search of the PubChem library (https://pubchem.ncbi.nlm.nih.gov) are reported. Download Table S1, PDF file, 0.02 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00974-20.7 TABLE S2 Chemical composition of root exudates. The percentages of nitrogen (N), carbon (C), and hydrogen (H) are reported for the root exudates of the three cultivars and the blank (medium stored in the apparatus used to collect root exudates). n.d., not detected (detection limit of 0.001% for each considered element). Sulfur was not in any sample and is omitted from the table. Download Table S2, PDF file, 0.01 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00974-20.10 DATA SET S1 Details on LC-MS data and differentially expressed genes. (Worksheet 1) List of LC-MS peaks; (worksheet 2) significantly differentially expressed genes (DEGs); (worksheet 3) overall number of DEGs in the strains by treatment combinations, their location on the S. meliloti replicons, and up- and downregulation with respect to the blank control; (worksheet 4) pangenome ortholog assignments from Roary. Download Data Set S1, XLSX file, 0.8 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### The number of differentially expressed genes changes in strain-condition combinations.

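Cultures of the wild-type strains Rm1021, AK83 and BL225C in M9-succinate medium were given luteolin at 10 µM, the root exudate of the alfalfa cultivar Camporegio, Lodi or Verbena, or a blank. The blank was the medium in which seedlings were grown, without plants, according to Text S1, whereas the labels of these libraries describe them as untreated. The exudates were normalized by their organic carbon content, so the volume added differed between cultivars. Each strain had 3 libraries per condition, except BL225C under Verbena, which had 2. The authors estimated the counts of each gene from the reads with Salmon and deposited them as whole numbers, without normalization. Library totals ranged from 18145 to 9389601 counts in Rm1021, from 199301 to 8424025 in AK83 and from 823723 to 6193535 in BL225C. The smallest Rm1021 library was luteolin replicate 1, and the AK83 blanks had a median total of 489989 counts. Fold changes against the blank of the same strain were computed with edgeR's quasi-likelihood test on all libraries of a strain, after TMM normalization and a filter on low counts. Levels are given as counts per 1000000 (CPM) after this normalization. The filter left 5713 of 6184 genes in Rm1021, 5470 of 6433 in AK83 and 5879 of 6313 in BL225C. The common biological coefficient of variation was 0.131 in Rm1021, 0.276 in AK83 and 0.157 in BL225C. As in the paper, a gene was a DEG at a fold change of at least 2 and a Benjamini-Hochberg (BH) adjusted p under 0.01. The files list genes by protein identifiers, and gene names came from the groups of the authors' ortholog table that held identical counts.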

The global transcriptional responses of the three S. meliloti wild-type strains following a 4-h exposure to luteolin (the model flavone involved in the early steps of symbiotic interaction [43]) or alfalfa root exudates were evaluated using RNA sequencing. In addition, a fourth strain (BM806, referred to as “hybrid” for simplicity) was included (48); the results for this strain are discussed below. A list of differentially expressed genes (DEGs) for each strain and condition (luteolin and the root exudates of the three plant varieties) against the control (blank sample) is reported in Data Set S1, worksheet 2. DEGs were considered to be biologically significant if they had a ≥2-fold change in expression and an adjusted *P* value of <0.01. The numbers of DEGs are shown in Table 1 (also see Data Set S1, worksheet 3). 

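Under the Camporegio root exudate, 761 genes were DEGs in Rm1021 by edgeR (371 up and 390 down), 310 in AK83 (191 up and 119 down) and 1288 in BL225C (562 up and 726 down). DESeq2, the tool the authors used, gave 592, 461 and 1303 DEGs in the same order. The alternative that moved these counts most was thinning every library to the total of the smallest library of the series, which left 0 DEGs by edgeR in each of the 3 strains. At an unadjusted p under 0.05, the thinned counts gave 94 of 923 tested genes in Rm1021, 44 of 870 in AK83 and 134 of 1309 in BL225C, and DESeq2 was not run on them. Leaving out 1 library moved the AK83 count from 310 to 144 without Camporegio replicate 1 and to 143 without Camporegio replicate 2. Leaving out Camporegio replicate 3 raised it to 438. Without any 1 library, the counts of Rm1021 and BL225C moved by less than 1.5 times.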

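Of the genes in Table S3, sinI and fixO2 of Rm1021 could be paired with names in the files, and the others are listed in the table by locus tags that the files do not hold, 1 of which has the symbol emrB in the paper's primer list, a name that is not among the orthologous groups. The fixO2 gene (AAK65069) had a log2 fold change of -3.45 under Camporegio (standard error 0.22, edgeR BH-adjusted p = 1.0e-10) and -4.36 under Verbena (standard error 0.24, edgeR BH-adjusted p = 6.2e-12). Its change was -0.50 under Lodi (standard error 0.20, edgeR BH-adjusted p = 0.148) and -0.29 under luteolin (standard error 0.21, edgeR BH-adjusted p = 0.84). The relative quantities that the paper reports for fixO2 by RT-qPCR are 0.343 under Camporegio, 0.475 under Verbena, 0.741 under Lodi and 1.035 under luteolin. For sinI the log2 fold changes in that order were -2.37, -2.16, -0.12 and 0.14, and the relative quantities that the paper reports are 0.406, 0.324, 0.652 and 0.089. The last of these quantities, under luteolin, has a reported range of 0.036 to 0.652. Across the 8 pairs of gene and condition, Pearson's r between the log2 fold change and the paper's relative quantity was 0.291 (2-sided exact permutation p = 0.484) and Spearman's rho was 0.0476 (2-sided exact permutation p = 0.935). Without the 2 pairs farthest from the median fold change, r was 0.257. With each pair left out in turn, a step chosen after seeing the values, r was between 0.0866 and 0.344 except without sinI under luteolin, where it was 0.725 over 7 pairs (2-sided exact permutation p = 0.0637). With the log2 of the relative quantity, r was -0.00374 (2-sided exact permutation p = 0.992). Over the 28 pairs of Table S3, with the fold changes that the table itself gives, r was 0.7 (2-sided permutation p = 2e-05, 100000 resamples) and rho was 0.797. Of 6 relations computed over all 8 pairs, with both coefficients, none had a BH-adjusted exact permutation p below 0.992. The pairs share genes and the blank libraries, so they are not independent samples. The paper scaled the relative quantities to rplM, a ribosomal protein gene, whereas the fold changes here were scaled by TMM. Ribosomal proteins as a set rose in Rm1021, with median log2 fold changes of 1.33 under Camporegio and 1.37 under Verbena. The 2 measures therefore do not share a reference. Where the relation was limited to DEGs, 4 pairs were left, too few for a value.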

Reverse transcriptase quantitative PCR (RT-qPCR) on a panel of seven DEGs validated the reliability of the RNA-seq data (Table S3).

**TABLE 1:** Significant DEGs^*a*^

Strain	No. of significant DEGs (%)			
	Camporegio	Lodi	Verbena	Luteolin
1021	516 (8.79)	32 (0.55)	506 (8.62)	36 (0.61)
AK83	357 (5.84)	66 (1.08)	192 (3.14)	60 (0.98)
BL225C	1,159 (19.33)	76 (1.27)	693 (11.56)	149 (2.49)
Hybrid	503 (8.38)	98 (1.63)	325 (5.41)	52 (0.87)

a The number of significant DEGs with respect to the blank control (2-fold change in expression and an adjusted *P* value of ≤0.01) and the percentage with respect to the total number of genes are reported.

10.1128/mSystems.00974-20.8 TABLE S3 Results of quantitative RT-PCR on selected genes. Download Table S3, CSV file, 0.01 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In general, luteolin treatment resulted in the lowest number of DEGs, ranging from 36 to 149 per strain. 

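Luteolin gave 50 DEGs in Rm1021 (37 up and 13 down), 37 in AK83 (32 up and 5 down) and 214 in BL225C (136 up and 78 down) by edgeR. DESeq2 gave 29, 75 and 213. In AK83 the count was 14 without blank replicate 1 and 19 without luteolin replicate 3. The DEGs with the largest rise in Rm1021, among those with a mean of at least 50 counts, were nodH (AAK65122) and nodA (AAK65133). The nodH level was 287 ± 144 CPM (SD, n = 3) under luteolin and 17.2 ± 4.2 (SD, n = 3) in the blank, a log2 fold change of 4.44 (standard error 0.24, edgeR BH-adjusted p = 1.5e-10). For nodA the log2 fold change was 4.26 (standard error 0.23) and stayed between 4.10 and 4.61 with each library left out in turn. In BL225C a gene named pdh (AEG08921) rose by 3.23 on the log2 scale (standard error 0.43, edgeR BH-adjusted p = 1.6e-05).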

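Under the Verbena root exudate, edgeR gave 754 DEGs in Rm1021 (350 up and 404 down), 178 in AK83 (81 up and 97 down) and 829 in BL225C (357 up and 472 down). The corresponding counts by DESeq2 were 591, 297 and 822. The AK83 count was 70 without Verbena replicate 2 and 51 without Verbena replicate 3. In the other strains no 1 library moved the count by more than 1.5 times.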

Concerning the root exudates, the number of DEGs was influenced by both the strain and the alfalfa cultivar. 

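The Lodi root exudate gave 71 DEGs in Rm1021 (37 up and 34 down), 22 in AK83 (18 up and 4 down) and 76 in BL225C (24 up and 52 down) by edgeR. By DESeq2 the counts were 46 in Rm1021, 91 in AK83 and 91 in BL225C. In each of these strains the count for Lodi was below the counts for Camporegio and for Verbena with both tools. The Rm1021 count was 46 without blank replicate 2 and 44 without Lodi replicate 2. In AK83 it was 8 without Lodi replicate 3, 50 without blank replicate 2 and 37 without blank replicate 3.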

Overall, the Camporegio and Verbena root exudates induced more gene expression changes than the Lodi root exudate. 

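Of the Camporegio DEGs, 642 of 761 in Rm1021 (84.4%, 95% Wilson interval 81.6 to 86.8), 132 of 310 in AK83 (42.6%, 37.2 to 48.1) and 715 of 1288 in BL225C (55.5%, 52.8 to 58.2) were also Verbena DEGs in the same direction. The shares that were also Lodi DEGs in the same direction were 7.1%, 5.81% and 5.36%, while 76.1%, 81.8% and 90.8% of the fewer Lodi DEGs were Camporegio DEGs in the same direction. With all replicate 1 libraries left out, 11 of 14 Camporegio DEGs of AK83 (78.6%) were Verbena DEGs, and with replicate 2 left out 8 of 12 (66.7%). In BL225C that share was 36.6% without replicate 2. Across the tested genes, which are not independent replicates, the correlation of the log2 fold changes under Camporegio and Verbena was 0.935 in Rm1021, 0.821 in AK83 and 0.877 in BL225C. Both comparisons use the same blank libraries, and in 20 simulations of unchanged groups against a shared blank the mean correlation was 0.584 in Rm1021, 0.603 in AK83 and 0.446 in BL225C. For Camporegio and Lodi the observed correlations were 0.555, 0.697 and 0.535, and the simulated means were 0.558, 0.589 and 0.462. The simulated groups shared at most 1 call. They carried no response, so their correlations are not those of unrelated responses against a shared blank. The log2 fold changes of 1718 orthologous groups found in all 3 wild types and called in at least 1 comparison were clustered by Euclidean distance with complete linkage. The Camporegio and Verbena profiles of a strain joined each other before any other profile in 4 of 4 strains, the hybrid included. Under DESeq2, without the filter on low counts and without replicate 3, they did so in 3 of 4. Their distance was 11.7 in Rm1021, 21.4 in AK83 and 20.9 in BL225C. The profile nearest to Lodi was that of luteolin in Rm1021 (distance 22.1) and BL225C (20.1), and that of Verbena in AK83 (22.2).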

Cluster analyses of all genes that were differentially expressed under at least one condition (fold change of ≥2; adjusted *P* value of <0.01) revealed that for each strain, the transcriptional responses to the Verbena and Camporegio root exudates were similar and grouped separately from that of the Lodi cultivar (Fig. 3a; Fig. S2 [see also supplemental File S1 at https://doi.org/10.5061/dryad.jdfn2z38q]). Interestingly, ∼80% of the genes upregulated by root exudates were found on the chromosomes of the three strains, whereas ∼77% of the downregulated genes were found on the pSymA and pSymB replicons (Data Set S1, worksheet 3). This is consistent with a previous signature-tagged mutagenesis study reporting that 80% of genes required for rhizosphere colonization are chromosomally located in S. meliloti Rm1021 (49).

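The files do not give replicons, so the symbiotic megaplasmid was identified by the 1396 protein identifiers that the hybrid strain shares with BL225C, and genes of the other strains were assigned through the ortholog table. The chromosome and pSymB could not be told from each other in this way and were counted together. Of the genes up under at least 1 root exudate, 42 of 410 in Rm1021 (10.2%), 5 of 196 in AK83 (2.55%) and 47 of 622 in BL225C (7.56%) were on the megaplasmid. Of the genes down, the shares were 129 of 383 (33.7%), 40 of 123 (32.5%) and 255 of 782 (32.6%). Among all tested genes with a known replicon, 16.1% were on the megaplasmid in Rm1021, 13.4% in AK83 and 21% in BL225C. For upregulated genes the share was below this level in each wild type (Fisher's exact test over genes, 2-sided, p = 5.7e-04 in Rm1021, 1.5e-07 in AK83 and 1.7e-21 in BL225C). For downregulated genes it was above it (p = 8.7e-19, 4.2e-08 and 2.7e-16 from Fisher's exact test). In the hybrid strain 19.9% of upregulated and 21% of downregulated genes were on the megaplasmid, against 20.6% of all tested genes (Fisher's exact p = 0.74 and 0.93). Genes are not independent replicates in these tests. With all libraries of 1 replicate number left out in turn, the share among downregulated genes of AK83 ranged from 0 to 31.2%. It was 0 of 4 genes without replicate 1, 1 of 6 without replicate 2 and 54 of 173 without replicate 3. Without replicates 1 and 2 too few genes were left to judge the share.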

**FIG 3:**
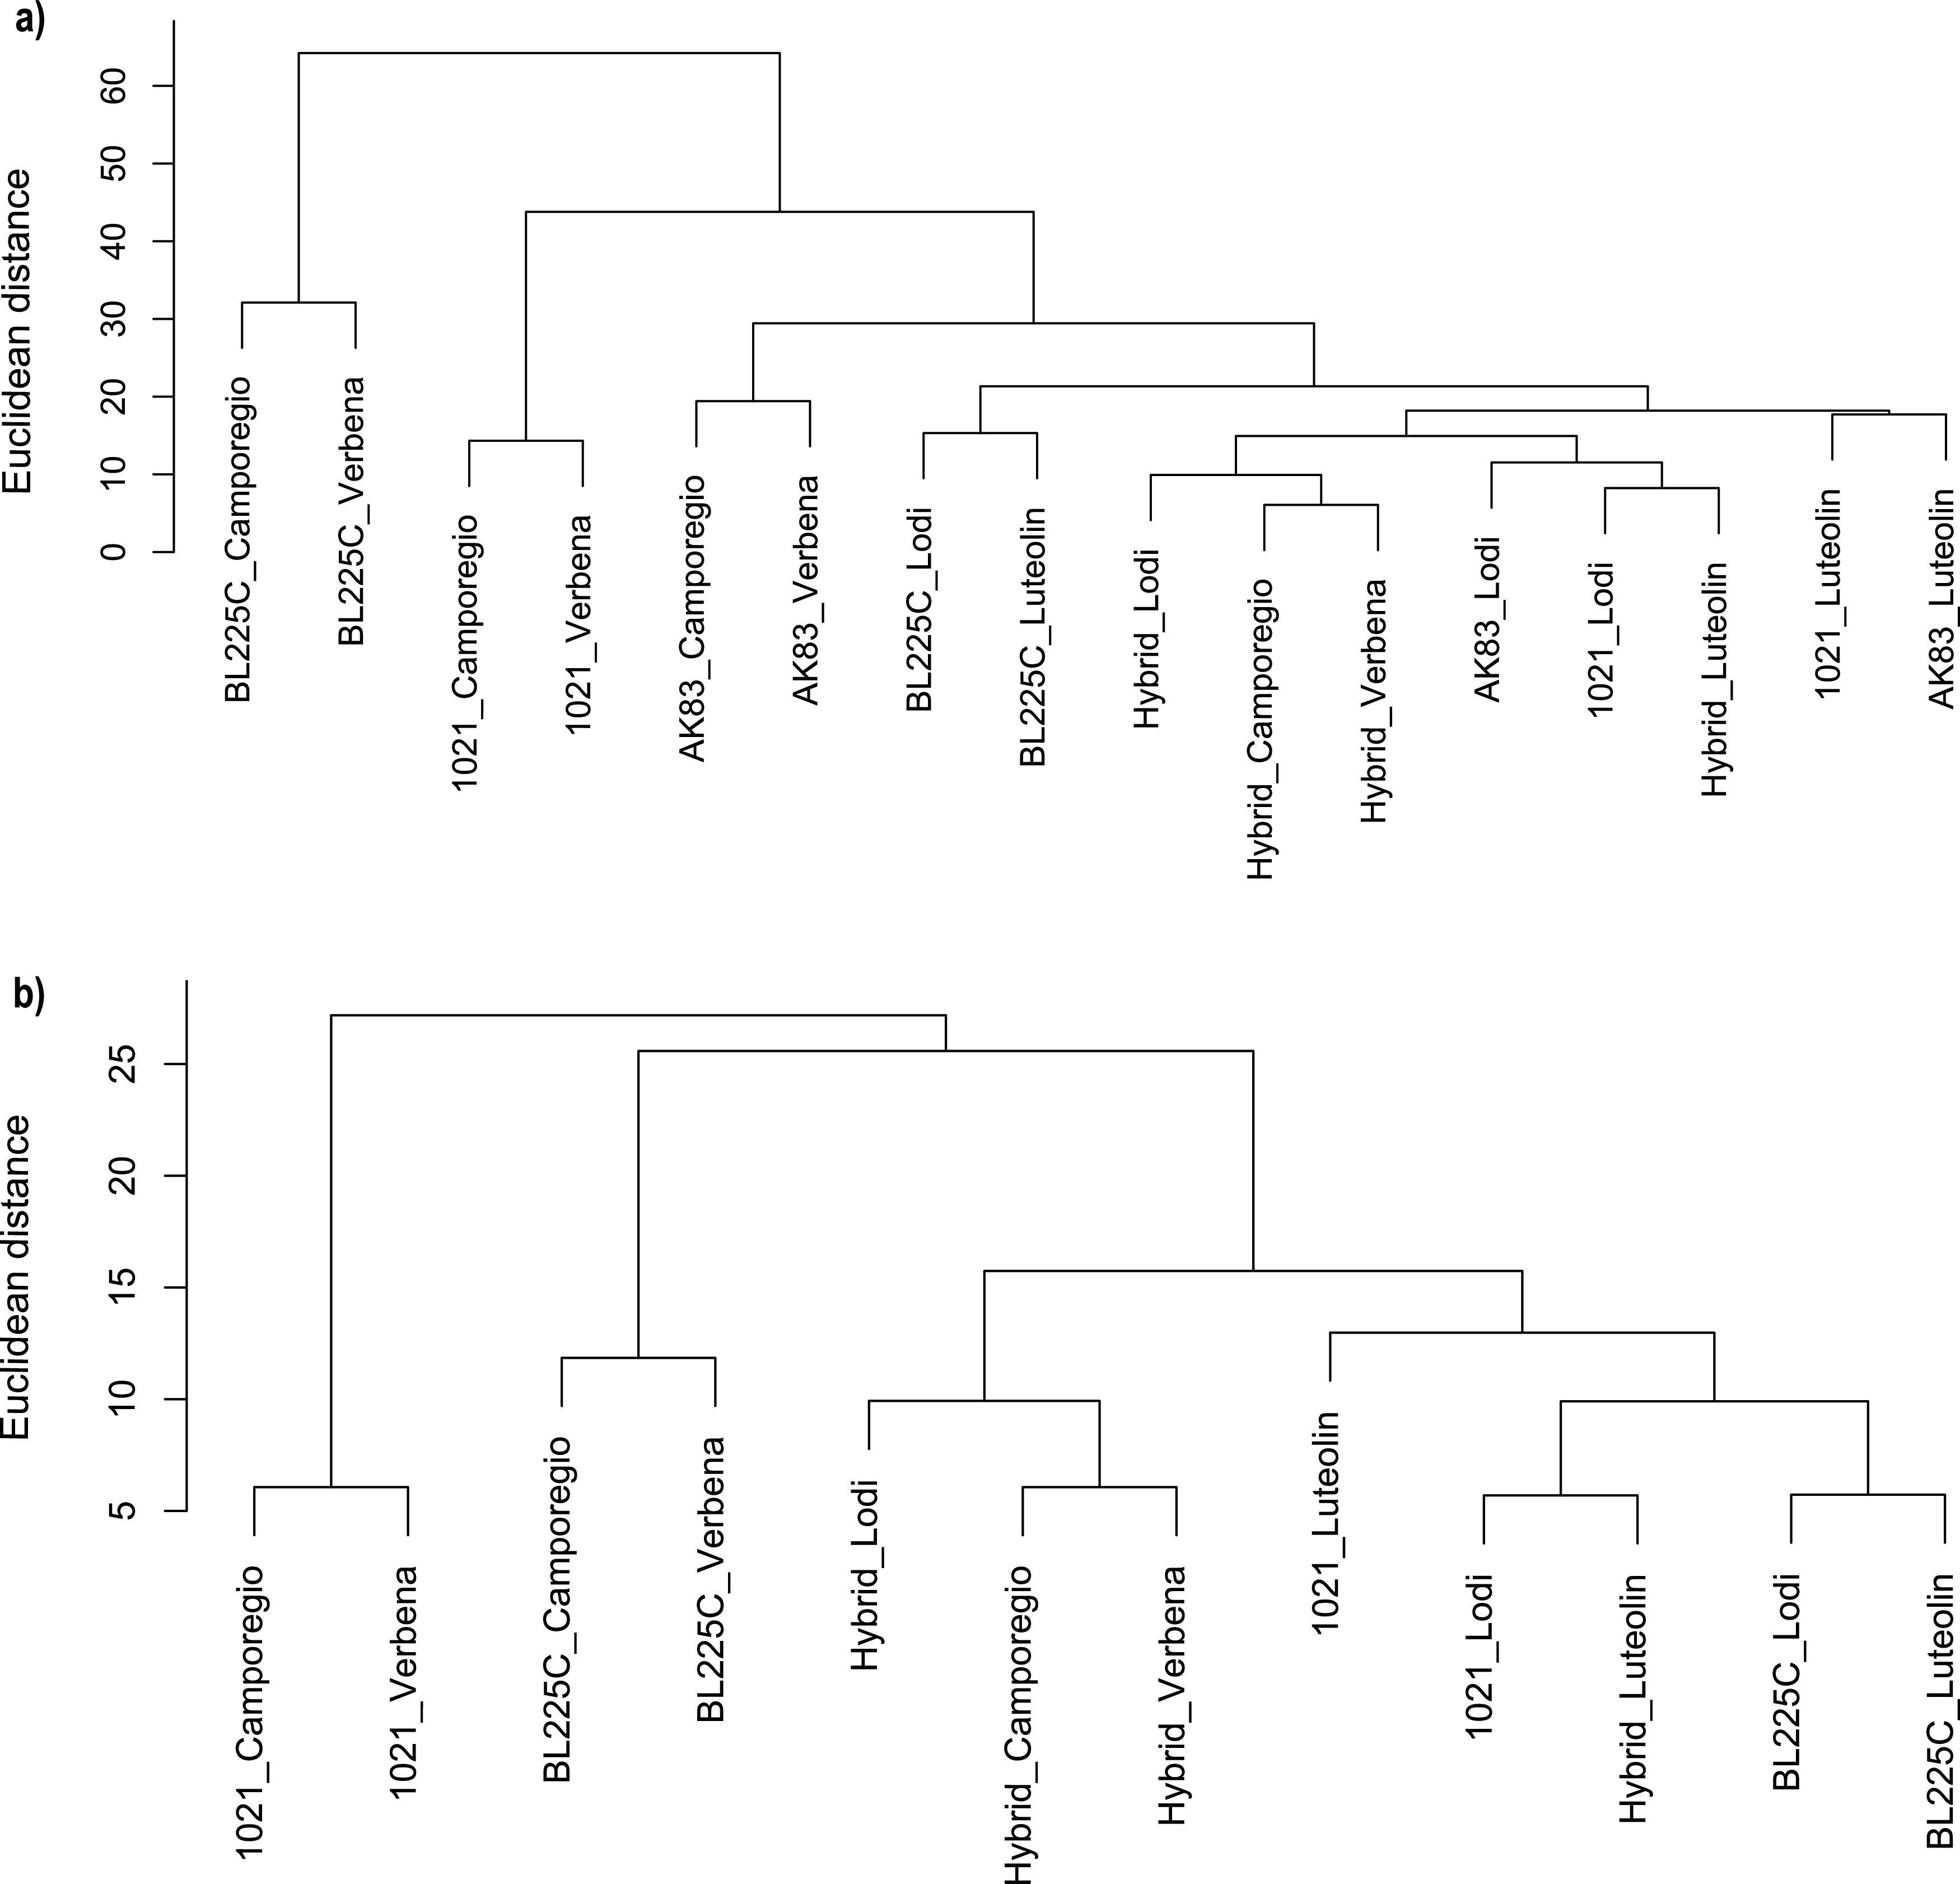
Cluster analyses of the expression profiles of the conserved gene sets of strains grown in the presence of the three root exudates and luteolin. (a) Full data set of DEGs identified in the four strains. (b) DEGs of orthologs of pSymA-like only. Hierarchical clustering was performed in R with the hclust function based on Euclidean distance, with the “complete” agglomeration method. Bars represent Euclidean distance.

10.1128/mSystems.00974-20.3 FIG S2 Cluster analysis of the stimulons for the four strains. Differentially expressed genes under each condition are on the columns. (a) Rm1021; (b) BL225C; (c) AK83; (d) hybrid strain. Download FIG S2, PDF file, 0.2 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Under all conditions, S. meliloti BL225C displayed the largest number of DEGs (with up to 20% of genes differentially expressed) (Fig. 4e and f), while S. meliloti AK83 had the fewest (Fig. 4c and d). 

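Relative to all genes listed for BL225C, the DEGs made up 20.4% under Camporegio, 13.1% under Verbena, 1.2% under Lodi and 3.39% under luteolin. Under Camporegio, the genes of BL225C with the largest changes among DEGs with a mean of at least 50 counts are not paired with names in the files. AEG07394 rose by 4.78 on the log2 scale (standard error 0.21, edgeR BH-adjusted p = 3.0e-13), and AEG04929 rose by 3.75. The largest falls were -6.36 for AEG06880 (standard error 0.33, edgeR BH-adjusted p = 2.7e-12) and -5.53 for AEG09027. Leaving out each library in turn kept these 4 changes between 3.56 and 4.96 for the rises and between -6.76 and -5.40 for the falls. In AK83 the largest rise of a named gene was that of groES5 (AEG56370), with a log2 fold change of 4.19 (standard error 0.50, edgeR BH-adjusted p = 2.7e-05). The AK83 blanks included libraries of fewer than 1000000 counts. When each Rm1021 library that was larger than the AK83 library with the same condition and replicate number was thinned to its total, a step chosen after seeing the data, the DEGs in Rm1021 numbered 450 under Camporegio, 453 under Verbena, 16 under Lodi and 23 under luteolin, against 310, 178, 22 and 37 in AK83. Of the 15 Rm1021 libraries 4 were already smaller and were left as they were (Lodi replicate 1, Verbena replicates 2 and 3 and luteolin replicate 1), so depth was matched for the blank and Camporegio libraries only.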

The majority of DEGs (>75%) had orthologs in all three of the tested strains (Data Set S1, worksheet 4), Interestingly, ≥90% of genes upregulated in response to root exudate exposure belonged to the core genome of the three S. meliloti strains (Data Set S1, worksheet 2), suggesting that the large majority of genes required for alfalfa rhizosphere colonization are highly conserved. However, expression patterns were not necessarily conserved, and strain-by-strain and condition-dependent variability of the expression pattern on the conserved gene set was observed (Fig. 4; Fig. S3). Indeed, nested likelihood ratio tests (LRTs) indicated that up to 29% of the conserved genes were influenced by strain-condition interactions, consistent with an important role of GxG interactions in the initiation of rhizobium-legume symbioses (Table 2). Moreover, the same analysis emphasized the role of strain genotype in the response to a common condition (35% of associated DEGs).

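A gene was taken as core when its orthologous group had counts in all 3 wild-type strains, which held for 5074 of 8034 groups. Of the genes that were DEGs under at least 1 root exudate, 696 of 882 in Rm1021 (78.9%), 84.6% of 356 in AK83 and 1174 of 1404 in BL225C (83.6%) were core. The core share of all tested genes was 85.6%, 85.4% and 83.6%. The share among DEGs was lower than this in Rm1021 (Fisher's exact test over genes, 2-sided, p = 4.3e-09) and not distinguishable from it in AK83 (p = 0.64) and BL225C (p = 0.97) by the same exact test. This depended on the setting, as the share in AK83 was above that of all tested genes with DESeq2 (86.7% against 81.9%, Fisher's exact p = 0.002), and with a mean of at least 50 counts it was below it in AK83 (85% against 88.3%, Fisher's exact p = 0.035) and BL225C (84.9% against 87.4%, Fisher's exact p = 0.0037). Among upregulated genes the core share was 88.6% in Rm1021 (95% Wilson interval 85.3 to 91.3), 93.2% in AK83 (88.9 to 95.9) and 92.3% in BL225C (89.9 to 94.1). It exceeded the share of all tested genes in AK83 (Fisher's exact p = 8.0e-04) and BL225C (Fisher's exact p = 3.1e-11), and in Rm1021 the exact p was 0.074. In AK83 Fisher's exact p was 0.051 with a mean of at least 50 counts, 0.69 without replicate 1 (10 of 12 genes, 83.3%) and 0.24 without replicate 2 (13 of 13 genes). That p of Fisher's exact test in Rm1021 was 0.032 with the replicate number as a block, 0.0052 without the filter on low counts, 1.4e-06 with DESeq2, 0.0093 with a mean of at least 50 counts, 0.036, 0.02 and 0.0088 without replicate 1, 2 and 3, and 0.58 for DEGs at an adjusted p under 0.05. Among downregulated genes the core share was 69.8%, 72.8% and 76.7%. The setting that moved the upregulated share in Rm1021 most was a minimum mean of 50 counts, which gave 92.9%.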

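The effects of strain and condition were tested on the authors' ortholog table, with 44 libraries of the 3 wild types and 7127 groups left by the filter on low counts. Nested models were compared with edgeR's quasi-likelihood F-test, and a term counted at a BH-adjusted p under 0.05. The condition term was significant in 2742 groups and the strain term in 6233. The core groups with the smallest interaction p were group_6509 (edgeR BH-adjusted p = 4.8e-15), metH (3.5e-13) and bmt (1.6e-12). Under Camporegio, group_6509 had a log2 fold change of -5.20 in BL225C, -0.96 in Rm1021 and 0.46 in AK83. For metH these changes were 2.88, 0.03 and -0.45, and for bmt they were 3.39, 0.28 and 0.49.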

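The interaction of strain and condition was significant in 1987 orthologous groups, 24.7% of all groups in the table and 27.9% of those tested. A likelihood ratio test in DESeq2 gave 1932. Restricting the table to groups found in all 3 wild types gave 2064 of 4990 tested groups (41.4%). The count fell most when all libraries of a replicate number were left out, to 521 without replicate 2 and 1046 without replicate 1. From the share of genes with an interaction, the paper proposes that interactions between genotypes have an important role in the initiation of the symbiosis.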

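Strain alone was significant in 3100 orthologous groups (43.5% of those tested), condition alone in 189, and strain and condition without an interaction in 1392. The tested groups include groups found in only 1 or 2 of the wild types, where the absence of the gene by itself gives a difference between strains. Over the groups found in all 3 wild types, strain alone was significant in 1458 of 4990 tested groups (29.2%). No term was significant in the remaining 1366 groups of the table, which include the groups that were not tested. Requiring a fold change of at least 2 as well moved the class of strain and condition most, to 503 groups. With the hybrid strain added, 61 groups depended on condition alone.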

**FIG 4:**
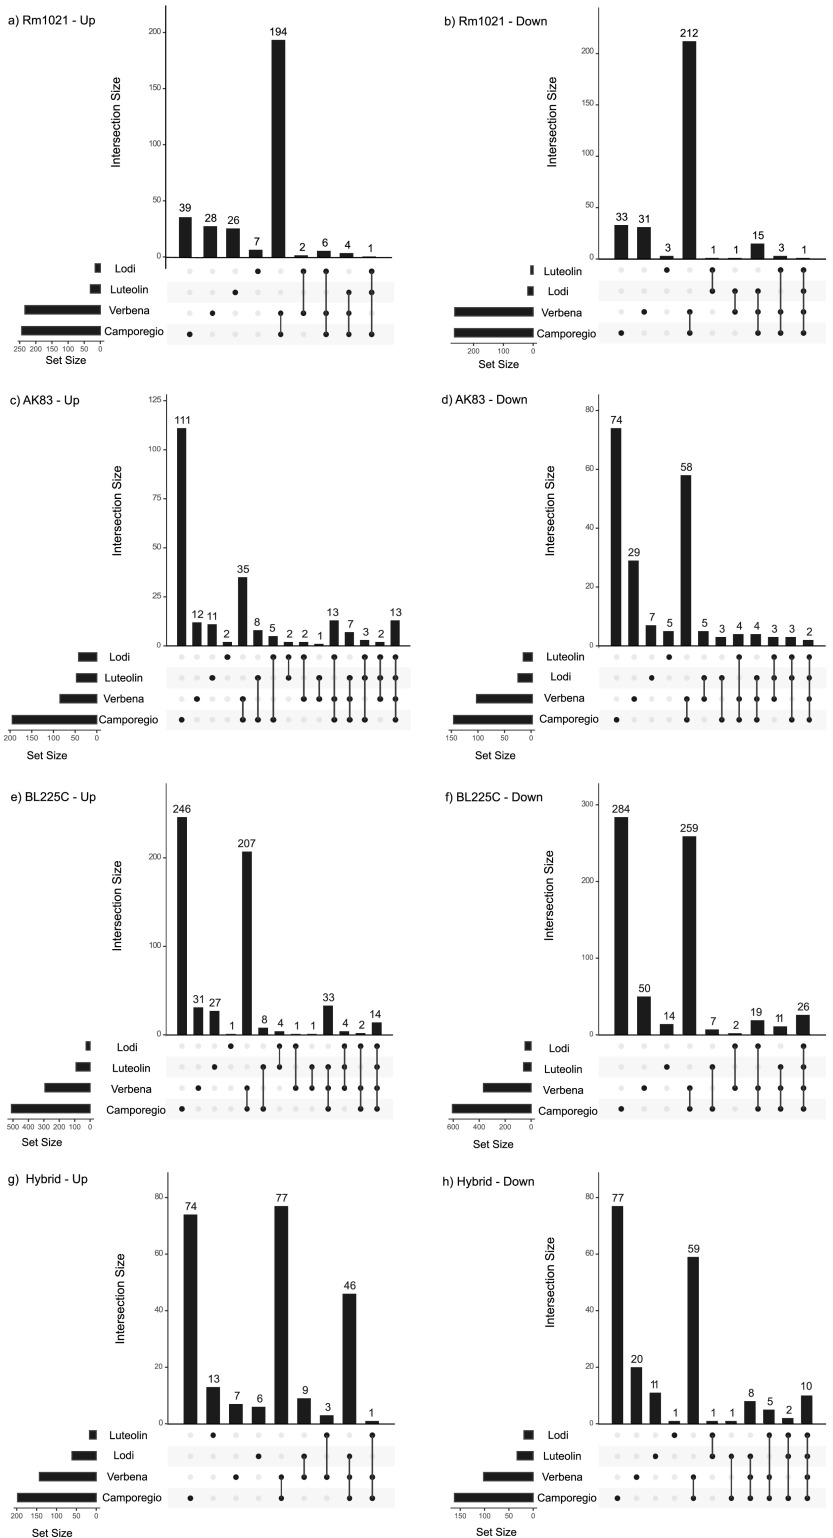
Intersection between up- and downregulated genes under all conditions. The plot reports the numbers of upregulated (a, c, and e) and downregulated (b, d, and f) genes under each condition for each strain. (a and b) Rm1021; (c and d) BL225; (e and f) AK83; (g and h) hybrid strain. Each row of the matrix corresponds to a condition, with the size (number of upregulated/downregulated genes) reported to the left as a bar plot. Each column corresponds to one intersection (similar to a Venn diagram): cells are either empty, indicating that up- or downregulated genes under the specified conditions are not part of the intersection, or filled, indicating that the genes present under the specified conditions are participating at the intersection. Bars on the top show the size of the intersection reported on the bottom.

**TABLE 2:** Number of expressed genes that showed statistical evidence of each type of expression pattern^*a*^

Parameter	Value for groups of DEGs with significant association								
	Strain	Condition	Strain and condition	Strain × condition^*b*^				None	Total
Model effect									
Strain	*		*	*	*				
Condition		*	*	*		*			
Strain × condition				*	*	*	*		

No. of DEGs (%)	2,028 (25)	87 (1)	1,201 (15)	1,807 A	436 B	34 C	24 D	2,417 (30)	8,034 (100)

a Differential expression related to strain, condition, both strain and condition, or the interaction between strain and condition is reported. Percentages are calculated based on the total number of DEGs. Significance was based on a false discovery rate (FDR)-corrected *P* value of <0.05. * indicates whether the effect of the tested model on the expression of the gene is significant. A gene can be associated with strain (gene differentially expressed only between strains), condition (gene differentially expressed only between different conditions), strain and condition only (gene differentially expressed in relation to strain and condition but not considering the full model strain × condition), or the interaction between strain and condition (strain × condition column). The last situation can be due to a significant association with the three tested models (A), the full model and one of the others (B and C), or the full model only (D).

b The total number of DEGs found for strain and condition was 2,301 (29%).

10.1128/mSystems.00974-20.4 FIG S3 Cluster analysis of the stimulons of the shared set of orthologs. Differentially expressed genes are on the columns. (a) Luteolin; (b) Verbena; (c) Camporegio; (d) Lodi (see File S1 at https://doi.org/10.5061/dryad.jdfn2z38q for interactive heat maps that have each column labeled with the corresponding locus tag). Download FIG S3, PDF file, 0.1 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Stimulons differ in the set of elicited functions.

Functional enrichment analyses, based on Kyoto Encyclopedia of Genes and Genomes (KEGG) modules and Clusters of Orthologous Genes (COG) categories, were performed to give a global overview of the functions of the DEGs (Table 3 [see also File S2 at https://doi.org/10.5061/dryad.jdfn2z38q]). Strain- and condition-specific patterns of functional enrichment were observed, consistent with the functional differentiation of the stimulons from each experiment. Nevertheless, a core set of COG categories were commonly over- or underrepresented in all three S. meliloti strains during exposure to the Camporegio or Verbena root exudates. These included enrichment among the upregulated genes of COG categories J and O related to protein expression and modification, suggesting that the root exudates stimulated major remodeling of the proteome. In addition, for upregulated genes, COG category G (carbohydrate transport and metabolism) was underrepresented, while for the downregulated genes, COG category C (energy production and conversion) was overrepresented. This observation suggests that the root exudates stimulated a global change in the cellular energy production pathways versus growth in our standard minimal medium with succinate as the sole carbon source. 

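COG categories were not used here, and sets of genes were formed from the gene symbols in the files instead. Ribosomal proteins (symbols starting with rpl, rpm or rps) rose as a set under Camporegio in Rm1021 (53 genes, median log2 fold change 1.33, limma's camera, BH-adjusted p = 9.6e-37), AK83 (1.13, adjusted p = 7.4e-12) and BL225C (0.56, adjusted p = 1.4e-05). Under Verbena the medians were 1.37 (camera, BH-adjusted p = 4.2e-34), 0.90 (adjusted p = 2.4e-10) and 0.55 (adjusted p = 4.2e-07). The set also rose under Lodi in Rm1021 (0.37, camera, BH-adjusted p = 2.7e-17) and AK83 (0.75, adjusted p = 1.7e-09), and in BL225C the median was 0.03 (adjusted p = 0.13, and 0.013 without all libraries of replicate 2). Under luteolin the medians were 0.07 in Rm1021 (camera, BH-adjusted p = 0.0031, and 0.27 without replicate 1), 0.20 in AK83 (adjusted p = 0.19, and 0.046 without replicate 1) and -0.40 in BL225C (adjusted p = 3.1e-05). The log2 fold change was above 0 for 52 of 53 genes in Rm1021, 51 in AK83 and 43 in BL225C under Camporegio. The camera test used a preset correlation between genes of 0.01 and called 64 of 124 combinations of set, strain and condition at an adjusted p under 0.05. Of these calls 52 held in the fry test, which made 61, and 14 held in camera with an estimated correlation. The ribosomal calls held with fry except that in Rm1021 under luteolin (0.78), and with the estimated correlation only in Rm1021, at adjusted p of 1.6e-04 under Camporegio, 1.7e-04 under Verbena and 0.0029 under Lodi. With 3 libraries against 3, an exact permutation test of the mean of a set cannot give a p below 0.1, and the ribosomal means under Camporegio in the 3 strains gave that value.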

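The set named chaperones and proteases took every symbol starting with gro, dna, clp, hsp or ibp, beside single names such as lon and ftsH. Symbols starting with dna were not checked for function, so the set may hold other genes. Genes of this set rose under Camporegio and Verbena in the 3 wild types. Their median log2 fold change under Camporegio was 0.75 over 38 genes in Rm1021 (limma's camera, BH-adjusted p = 4.5e-06), 0.50 over 35 genes in AK83 (adjusted p = 3.9e-05) and 0.94 over 36 genes in BL225C (adjusted p = 2.3e-07). Under Verbena it was 0.61 (camera, BH-adjusted p = 2.7e-06), 0.47 (adjusted p = 7.4e-04) and 0.82 (adjusted p = 8.2e-11). With fry the adjusted p was below 0.05 for each of these, and with an estimated correlation it was 0.16 or higher. For the AK83 set under Verbena, the adjusted p of camera was 0.051 when all libraries of replicate 2 were left out. The set also rose under Lodi and luteolin in AK83, where the medians were 0.58 (camera, BH-adjusted p = 8.1e-07) and 0.72 (adjusted p = 6.9e-08), and in BL225C, where they were 0.34 (adjusted p = 7.1e-10) and 0.52 (adjusted p = 1.5e-05). In Rm1021 they were 0.09 (camera, BH-adjusted p = 0.051) and 0.06 (adjusted p = 0.16); under Lodi the adjusted p of camera was 0.046 with the replicate number as a block and 0.028 without all libraries of replicate 3. For these 4 calls in AK83 and BL225C the adjusted p was below 0.05 with fry and 0.14 or higher with an estimated correlation.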

A comparison with growth under soil-mimicking conditions would be interesting with respect to interpreting the root exudate-induced changes in an ecological context.

**TABLE 3:** Selected COG categories over- or underrepresented among the DEGs^*a*^

COG category	Log_2_ fold change											
	Luteolin			Camporegio			Verbena			Lodi		
	Rm1021	BL225C	AK83	Rm1021	BL225C	AK83	Rm1021	BL225C	AK83	Rm1021	BL225C	AK83
Upregulated genes												
G	—	—	—	−1.14	−1.59	−1.67	−1.30	−1.64	—	—	—	—
J	—	—	—	2.81	0.92	2.50	2.80	1.16	1.81	—	—	—
N	—	—	—	4.19	—	—	4.25	—	—	—	—	—
O	—	—	2.38	1.56	1.44	1.50	1.44	1.91	2.21	—	—	2.96

Downregulated genes												
C	—	—	—	1.88	0.88	1.74	1.89	1.11	1.79	2.71	—	—

a Values represent the log_2_ fold changes in the abundances of genes annotated with the given COG category relative to the amount expected by chance. Dashes indicate that the COG category is not statistically different than chance under the given condition (significance threshold of a *P* value of ≤0.05).

Among the most highly expressed genes in S. meliloti Rm1021 during exposure to the Verbena and Camporegio root exudates were *smc03024* and *smc03028*, encoding components of the flagellar apparatus (*flgF* and *flgC*, respectively); the orthologs of these genes were not induced in BL225C or AK83 (Data Set S1, worksheet 2). 

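The flgF gene (CAC45228) of Rm1021 was at 95.5 ± 8.21 CPM (SD, n = 3) under Camporegio and 4.31 ± 1.72 (SD, n = 3) in the blank. Its log2 fold change was 4.41 under Camporegio (standard error 0.20, edgeR BH-adjusted p = 1.3e-12) and 4.68 under Verbena (standard error 0.20, edgeR BH-adjusted p = 2.7e-13). With each library left out in turn, the change under Camporegio stayed between 4.35 and 4.58. For flgC (CAC45232) the changes were 4.64 (standard error 0.25, edgeR BH-adjusted p = 1.0e-11) and 4.83 (standard error 0.25, edgeR BH-adjusted p = 3.7e-12). The neighbor in size among the rises under Camporegio was flgB (CAC45231), at 4.43. In AK83 the flgF ortholog (AEG52116) had 7 counts in all 3 Camporegio libraries together, 36 in the Verbena libraries and 7 in the blanks, and flgC (AEG52120) had 1, 10 and 0. In BL225C the flgF ortholog (AEG03207) had 14, 10 and 18 counts and flgC (AEG03211) had 4, 6 and 4. These genes fell below the filter on low counts in both strains, so a change in them was not tested within the strain. The responses of the strains to Camporegio differed in the ortholog-level test, with a log2 difference of 5.31 for flgF between Rm1021 and AK83 (standard error 1.01, edgeR BH-adjusted p = 2.7e-04) and 4.52 between Rm1021 and BL225C (standard error 0.69, edgeR BH-adjusted p = 1.6e-06). Flagellum and motility genes as a set had a median log2 fold change under Camporegio of 3.41 over 33 genes in Rm1021 (limma's camera, BH-adjusted p = 2.4e-25), -0.01 over 17 genes in AK83 (adjusted p = 0.98) and -0.23 over 26 genes in BL225C (adjusted p = 0.27). In AK83 the mean of the set was 0.04, so mean and median differ in sign. In the fit per strain, with p adjusted over all genes tested, 30 of 132 tests of the genes that the paper names were DEGs, and 32 were DEGs with p adjusted over the list alone; the paper chose some of these genes on the same libraries.

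**Figure D1:**
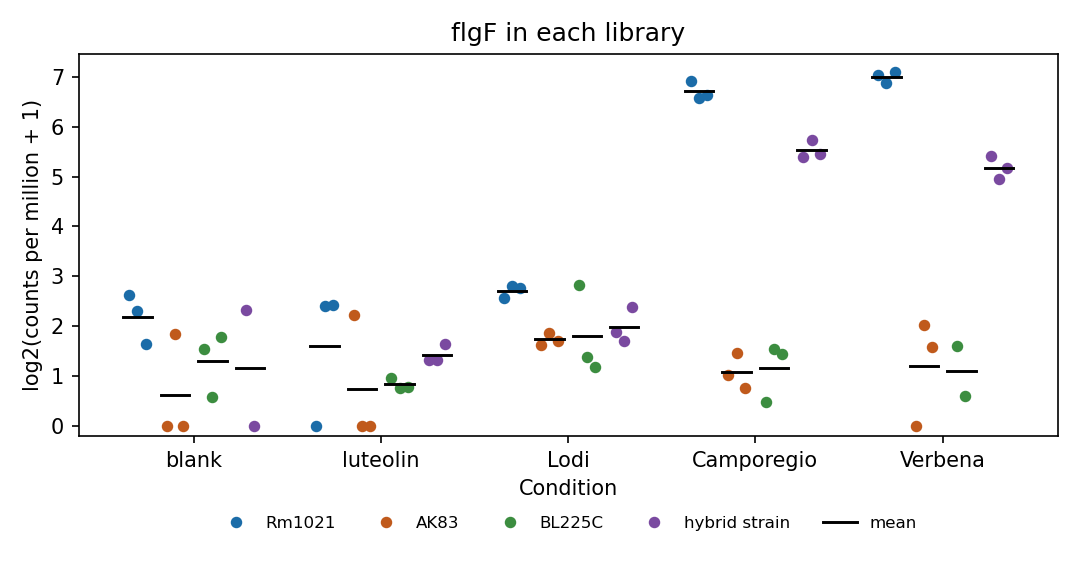
The flgF level in each library of the 4 strains, as log2 of CPM of the library total plus 1, by condition. Points are libraries and black lines are means; the Rm1021 libraries lie between 94.8 and 136 CPM under Camporegio and Verbena and between 2.12 and 5.16 in the blank.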

The induction of motility is in contrast to the observation that luteolin alone decreases the motility of the S. meliloti Rm1021 strain (50, 51). Presumably, this reflects the presence of additional stimuli in the root exudates. Indeed, amino acids present in root exudates are known to stimulate chemotactic behavior in S. meliloti (52), and signature-tagged mutagenesis showed that motility-related genes are relevant during competition for rhizosphere colonization by S. meliloti Rm1021 (49).

Differences in the transcriptomes of two Bradyrhizobium diazoefficiens strains exposed to root exudates were suggested to be related to differences in their competitive abilities (53). We therefore examined the expression patterns of several genes likely to play a role in competition for rhizosphere colonization and root adhesion. It was previously suggested that the *sin* quorum sensing system is involved in competition in S. meliloti (54); in our data, *sinI* (*smc00168*) was repressed in S. meliloti Rm1021 in the presence of the Camporegio and Verbena root exudates, but no changes in the expression of the orthologous genes in strain AK83 or BL225C were observed. 

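In Rm1021, sinI (CAC46418) was at 151 ± 7.79 CPM (SD, n = 3) under Camporegio and 779 ± 98.9 (SD, n = 3) in the blank. Its log2 fold change was -2.37 (standard error 0.12, edgeR BH-adjusted p = 4.0e-12) under Camporegio and -2.16 (standard error 0.12, edgeR BH-adjusted p = 7.6e-12) under Verbena. The ortholog in AK83 (AEG53479) had changes of -0.57 (standard error 0.27, edgeR BH-adjusted p = 0.183) and -0.72 (standard error 0.27, edgeR BH-adjusted p = 0.112). Without Camporegio replicate 3 the AK83 change was -1.07 and met the threshold for a DEG. In BL225C (AEG04504) the change under Camporegio was 0.74 (standard error 0.17, edgeR BH-adjusted p = 9.3e-04), below the minimum fold change, and under Verbena it was 0.37 (standard error 0.19, edgeR BH-adjusted p = 0.129). The response to Camporegio was lower in Rm1021 than in AK83 by a log2 difference of -1.71 (standard error 0.28, edgeR BH-adjusted p = 3.2e-05) and than in BL225C by -3.00 (standard error 0.27, edgeR BH-adjusted p = 5.8e-12).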

No evidence was found in any of the strains for changes in the expression of galactoglucan or succinoglucan biosynthesis genes such as *wgaA* (*sm_b21319*) and *wgeA* (*sm_b21314*). 

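The wgaA gene was at 15.0 ± 2.26 CPM (SD, n = 3) in Rm1021 (CAC49295) under Camporegio, a log2 fold change of 0.06 (standard error 0.28, edgeR BH-adjusted p = 0.896), and the change was 0.47 in AK83 (edgeR BH-adjusted p = 0.0503) and 0.49 in BL225C (edgeR BH-adjusted p = 0.0135). The wgeA gene (CAC49290) had a log2 fold change of -1.53 in Rm1021 under Camporegio (standard error 0.38, edgeR BH-adjusted p = 0.00319), which met the threshold for a DEG. By DESeq2 its BH-adjusted p was 0.0758, and with edgeR it did not meet the threshold without Camporegio replicate 2 (-1.58), blank replicate 1 (-1.47), blank replicate 2 (-1.55) or blank replicate 3 (-1.44). Under Verbena its change was -1.11 (standard error 0.38, edgeR BH-adjusted p = 0.0258). In AK83 the wgeA change under Camporegio was -0.89 (standard error 0.19, edgeR BH-adjusted p = 0.00447) and in BL225C -0.73 (standard error 0.17, edgeR BH-adjusted p = 9.3e-04), both below the minimum fold change. Without Camporegio replicate 3 the AK83 change was -1.24. In the Rm1021 luteolin replicate 1 library, wgeA took 5456 counts per 1000000 of the library total, without TMM scaling, against 416 and 454 in the other luteolin libraries, and this library enters the estimate of the spread. Genes of succinoglycan and galactoglucan synthesis as a set had a median change in Rm1021 of -0.47 under Camporegio (limma's camera, BH-adjusted p = 4.0e-06, with 16 DEGs down and 2 up) and -0.45 under Verbena (camera, BH-adjusted p = 1.9e-05). In AK83 and BL225C the medians under Camporegio were 0.14 (camera, BH-adjusted p = 0.98) and 0.13 (adjusted p = 0.42), and in AK83 the direction of the test was down while mean and median were above 0. Under Verbena they were 0.06 in AK83 (camera, BH-adjusted p = 0.58) and -0.13 in BL225C (adjusted p = 0.023), where the adjusted p was 0.067 with fry and 0.47 by camera without all libraries of replicate 1. In the hybrid strain the set fell, with medians of -0.39 under Camporegio (camera, BH-adjusted p = 1.0e-05) and -0.24 under Verbena (adjusted p = 3.1e-06).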

The Verbena and Camporegio root exudates induced the expression of the rhizobactin transport gene (*sma2337* [*rhtX*]) of Rm1021 and BL225C; this gene is not found in AK83. This may be a consequence of the root exudates chelating the available iron (55), consequently eliciting siderophore production that can inhibit the growth of strains lacking siderophores (56). 

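The rhtX gene of Rm1021 (AAK65915) was at 1006 ± 75.4 CPM (SD, n = 3) under Camporegio, 602 ± 81.1 (SD, n = 3) under Verbena and 264 ± 42.3 (SD, n = 3) in the blank. Its log2 fold changes were 1.94 (standard error 0.15, edgeR BH-adjusted p = 1.0e-09) and 1.20 (standard error 0.14, edgeR BH-adjusted p = 9.4e-07). In BL225C (AEG06601) they were 2.39 (standard error 0.23, edgeR BH-adjusted p = 2.0e-08) and 2.44 (standard error 0.24, edgeR BH-adjusted p = 9.3e-08). The orthologous group of rhtX had no counts in AK83. In the hybrid strain, where rhtX lies on the megaplasmid of BL225C, the change under Camporegio was -0.04 (standard error 0.17, edgeR BH-adjusted p = 0.885). The response of the hybrid was lower than that of BL225C by a log2 difference of 2.27 (standard error 0.30, edgeR BH-adjusted p = 4.6e-07). The 9 rhizobactin genes had a median change under Camporegio of 1.67 in Rm1021 (limma's camera, BH-adjusted p = 4.7e-11) and 2.39 in BL225C (adjusted p = 4.4e-06). Under Lodi the medians were 0.55 (camera, BH-adjusted p = 2.2e-08) and 1.02 (adjusted p = 2.4e-10), while rhtX rose by 0.71 in Rm1021 (edgeR BH-adjusted p = 0.00453), below the minimum fold change, and by 1.02 in BL225C (edgeR BH-adjusted p = 0.0102, DESeq2 BH-adjusted p = 7.4e-04). By edgeR the latter was a DEG without Lodi replicate 1 (1.17) and without Lodi replicate 2 (1.11). The rhizobactin set calls given here held with fry, at a BH-adjusted p of 0.015 or lower. With an estimated correlation between genes none held, at an adjusted p of camera of 0.055 or higher.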

Plasmid pSINME01 of S. meliloti AK83 exhibits similarity with plasmid pHRC017 of S. meliloti C017, which confers a competitive advantage for nodule occupancy and host range restrictions (57). Considering that a few of the genes on the plasmids pSINME01 and pSINME02 were differentially expressed upon exposure to root exudates, it is possible that the accessory plasmids of strain AK83 also contribute to competition for rhizosphere colonization (57).

Differences in gene expression patterns across conditions may be related, in part, to differences in the presence of flavonoids. In S. meliloti, it is known that root exudates containing flavone molecules activate the transcriptional regulator NodD (43), which triggers the synthesis of Nod factor required for nodule formation. To gain insight into the influence of NodD on the observed stimulons, we compared the S. meliloti Rm1021 data to those of the well-known regulons of NodD1 (requiring plant compounds for its activation) and NodD3 (not requiring plant compounds but relying on indirect activation through SyrM and NodD1 [58]) established previously (51, 59). We found that out of the 26 genes of the NodD1 regulon, 7 and 6 were observed in the DEGs in response to the Verbena and Camporegio root exudates, respectively. Camporegio and Verbena root extracts putatively contained apigenin, while the Lodi root extract lacked apigenin, suggesting a role of apigenin in the differential expression pattern observed. For the 226 genes of the NodD3 regulon, 105, 104, and 4 were found in the DEGs in response to the Verbena, Camporegio, and Lodi root exudates, respectively. The presence of a partial overlap of the known *nod* regulons (∼20% or fewer of the DEGs under each condition) suggests that most of the observed DEGs belong to *nod*-independent regulons. Moreover, some of these genes showed contrasting patterns of expression, suggesting that the root exudates may also contain antagonistic molecules that repress the *nod* regulon, as previously reported (43, 60).

### Mobilization of the symbiotic megaplasmid results in nonadditive changes in stimulons.

To evaluate the impact of interreplicon epistatic interactions on the transcriptional response of S. meliloti to alfalfa root exudates, we used RNA-seq to characterize the response of a previously constructed S. meliloti hybrid strain containing the symbiotic megaplasmid (pSINMEB01) of strain BL225C (48). 

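The hybrid strain carries the chromosome and pSymB of Rm2011 and the megaplasmid of BL225C, and its 14 libraries were treated and counted as those of the wild types. The blank had 2 libraries, of 97949 and 2992936 counts, and the other conditions had 3. Of 6319 genes, 5818 were tested, and the common biological coefficient of variation was 0.148. There were 524 DEGs under Camporegio (354 up and 170 down), 320 under Verbena (242 up and 78 down) and 37 under luteolin (24 up and 13 down) by edgeR. Without blank replicate 1, which leaves the smaller blank alone with a spread taken from the other groups, the counts were 973, 855 and 585. Without blank replicate 2 they were 570, 347 and 38. The luteolin count was also 18 without luteolin replicate 2 and 24 without luteolin replicate 3. DESeq2 gave 611, 414 and 74.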

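Over the core groups that were clustered, the profile nearest to each hybrid profile was another profile of the hybrid. The profiles of a strain share its blanks, which brings them together without any response: in 20 simulations of unchanged hybrid groups the mean correlation with Camporegio over all tested genes was 0.738 for Verbena, 0.741 for Lodi and 0.772 for luteolin, where 0.896, 0.616 and 0.473 were observed. The simulated groups carried no response, so these means are not those of unrelated responses against a shared blank. Camporegio and Verbena were 16.3 apart in Euclidean distance, and Lodi and luteolin were 22.4 apart. Over 324 groups with a megaplasmid ortholog in Rm1021, BL225C and the hybrid that were called in at least 1 comparison, the hybrid's Camporegio and Verbena profiles were 8.07 apart. Its luteolin profile was nearest to the luteolin profile of Rm1021, at 16.7.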

Cluster analyses clearly demonstrated that the transcriptome (both global and restricted to pSymA-pSINMEB01 orthologs only) of the hybrid strain differed from those of both the BL225C and Rm1021 wild-type strains under all conditions (Fig. 3b; Fig. S4). Of particular interest were the results observed during exposure to the Lodi root exudate. We previously showed that alfalfa cv. Lodi plants inoculated with the hybrid strain were larger than those inoculated with either BL225C or Rm2011 (48). 

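Under the Lodi root exudate, 74 genes of the hybrid strain were DEGs by edgeR, of which 72 rose and 2 fell. DESeq2 gave 104, of which 76 rose and 28 fell. Without blank replicate 1 the count was 600, and without blank replicate 2 it was 73. With the 3 luteolin libraries in place of the blanks as the control, a choice made after seeing the data, it was 132. Fitting only the blank and Lodi libraries gave 42.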

Here, we observed that exposure to the Lodi root exudate results in more differentially expressed genes in the hybrid strain (98 genes) than in either Rm1021 or BL225C (32 and 76 genes, respectively) (Table 1). In particular, a cluster of genes was specifically upregulated in the hybrid strain, and the majority of these genes were located on the symbiotic megaplasmid. This peculiar feature of the Lodi-induced transcriptome in the hybrid strain was also highlighted by the cluster analysis of pSymA-pSINMEB01 orthologs; only in the hybrid strain did the Lodi-induced expression profile cluster with those of the Camporegio and Verbena root exudates (Fig. 3b). 

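Of the genes up in the hybrid under Lodi, 71 were not up in Rm1021 or BL225C under the same exudate, and 64 of these 71 (90.1%) were on the megaplasmid. Among all tested genes of the hybrid, 1200 of 5812 (20.6%) were on the megaplasmid (Fisher's exact test over genes, 2-sided, p = 1.1e-36). The alternative that moved this share most was leaving out blank replicate 1, which gave 374 genes, 17.1% of them on the megaplasmid. Without blank replicate 2 there were 71 genes, of which 68 were the same, and the share was 91.5%. With the luteolin libraries as the control there were 93 genes, of which 62 were the same, and the share was 76.3%. The largest rises were those of fixO2 (AEG07149) and fixP2 (AEG07151). The fixO2 level was 519 ± 24 CPM (SD, n = 3) under Lodi and 5.67 ± 8.02 (SD, n = 2) in the blank, a log2 fold change of 5.59 (standard error 0.43, edgeR BH-adjusted p = 7.0e-08). The blank replicate 2 library held 0 counts of this gene, so no fold change is given without blank replicate 1. For fixP2 the log2 fold change was 5.38 (standard error 0.41, edgeR BH-adjusted p = 7.0e-08), and it stayed between 5.33 and 5.98 with each library left out in turn. The next 3 genes by size are not paired with names in the files and rose by 3.10 to 3.15, and without blank replicate 1 the one with 3.13 rose by 5.00, against a blank with 1 count. In Rm1021 the fixO2 change under Camporegio was below that of the hybrid by a log2 difference of -6.79 (standard error 0.83, edgeR BH-adjusted p = 2.6e-08).

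**Figure D2:**
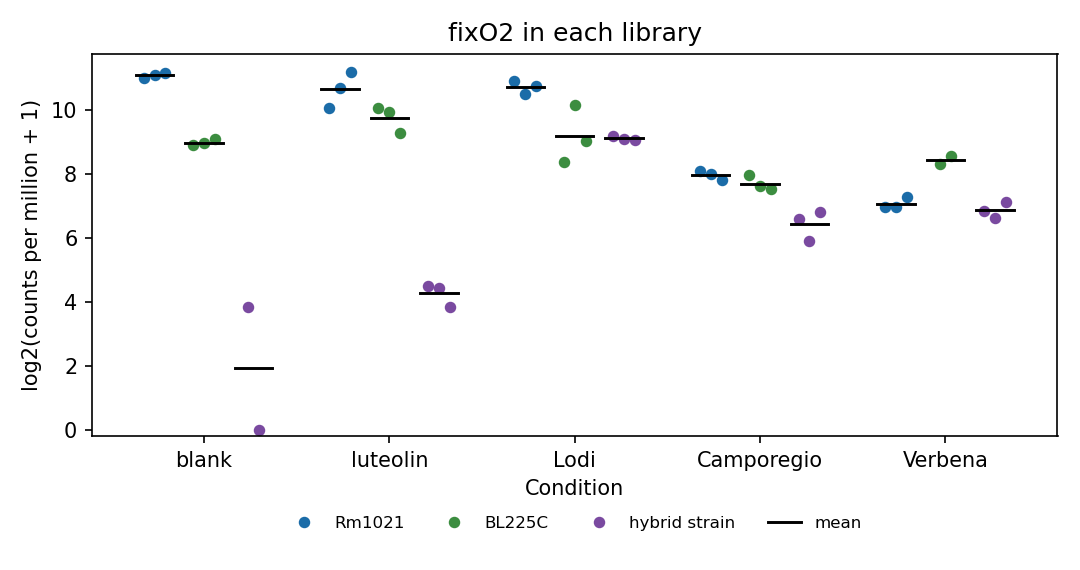
The fixO2 level in each library of Rm1021, BL225C and the hybrid strain, as log2 of CPM of the library total plus 1, by condition. Points are libraries and black lines are means; the hybrid libraries lie between 527 and 580 CPM under Lodi and at 0 and 13.4 in the blank.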

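Over the megaplasmid orthologs, the hybrid's Lodi profile was nearest to its Verbena profile, at a Euclidean distance of 11.4. The Lodi profile of BL225C was nearest to its luteolin profile, at 9.31, and that of Rm1021 was nearest to the Lodi profile of BL225C, at 13.9. With complete and with average linkage, the Lodi profile joined the pair of Camporegio and Verbena next in the hybrid and in neither parent. With 1 minus Pearson's r as the distance, it did so in all 3 strains. The profiles of a strain share its blank libraries, and no distance was computed for unchanged groups.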

The presence of these (possibly nonadditive) transcriptional changes may reflect a loss of *cis*-regulation of these megaplasmid genes by chromosomal regulators (61, 62), providing a potential molecular mechanism underlying the improved symbiotic phenotype of the hybrid compared to both wild-type strains.

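For the response to Lodi, 46 of 6576 orthologous groups differed in the hybrid from both Rm1021 and BL225C in the same direction, each at a BH-adjusted p under 0.05 by edgeR, and 44 of them were higher in the hybrid. Of these groups, 41 were on the megaplasmid. Without blank replicate 1 most such groups were off the megaplasmid, and without blank replicate 2 most were on it. Each of these fits leaves 1 blank of the hybrid, so neither can decide where such groups lie. From the changes on the megaplasmid, the paper proposes a loss of regulation of these genes by chromosomal regulators as a mechanism behind the symbiotic phenotype of the hybrid.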

10.1128/mSystems.00974-20.5 FIG S4 Clustering of the pSymA hybrid strain with respect to the two parental ones (Rm1021 and BL225C). Heat maps are based on DEGs of orthologous genes. (a) Luteolin; (b) Verbena; (c) Camporegio; (d) Lodi (see File S1 at https://doi.org/10.5061/dryad.jdfn2z38q for interactive heat maps that have each column labeled with the corresponding locus tag). Download FIG S4, PDF file, 0.1 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

Rhizobium-legume interactions are complex multistep phenomena that begin with an exchange of signals between two partners (18, 63). The rhizobia initially detect the plant through the perception of flavonoids in the root exudate of legumes by NodD proteins, which then triggers the production of lipochitooligosaccharide molecules known as Nod factors. Nod factors are then recognized by specific LysM receptor kinase proteins in plant root cells, triggering the symbiosis signaling pathway and initiating the formation of a nodule. However, root exudates contain a mixture of flavonoids, some of them having different agonistic activities on NodD (43). Root exudates also contain many other molecules that can serve as signals or support rhizobium metabolism, such as amino acids and sugars, that may influence the ability of rhizobia to successfully colonize the rhizosphere and be in a position to enter the symbiosis (64, 65). Consequently, interactions between plant and rhizobium genotypes are expected to influence the success of the initial interaction between the two partners.

Previous works have identified a clear role for GxG interactions in the partnership between S. meliloti and Medicago truncatula (66), demonstrating that aerial biomass was influenced by the plant and rhizobium genotypes as well as their interaction. Here, we demonstrated that GxG interactions also have a significant impact on the adherence of S. meliloti strains to alfalfa roots, as a representative phenotype for an early stage of the interaction between these partners. Rhizosphere colonization appears to have a direct impact on nodule colonization (49, 67); while our data do not address if root adhesion is correlated with competition for nodule occupancy in mixed inocula, they suggest that root adhesion is poorly correlated with overall symbiotic efficiency in single-inoculum studies. Previous studies have demonstrated the influence of GxG interactions on the nodule transcriptome of *Medicago*-*Sinorhizobium* symbioses (35, 36). Here, we showed that GxG interactions similarly have an important contribution in determining the transcriptional response of S. meliloti to the detection of Medicago sativa root exudates. Together, these results demonstrate that GxG interactions have a meaningful impact on the outcome of rhizobium-legume symbioses at multiple stages of development.

The exposure of B. diazoefficiens to soybean root exudates resulted in changes in the expression of 450 genes, representing nearly 5.6% of the genome, and the impacts of soybean root exudates differed between the two tested *B. diazoefficiens* strains (53). Similarly, between 0.5% and 20% of S. meliloti genes were differentially expressed following exposure to alfalfa root exudates, depending on the host-symbiont combination. 

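Of the genes listed for each strain, DEGs made up from 0.342% in AK83 under Lodi to the share of BL225C under Camporegio. In Rm1021 they made up 12.3% under Camporegio, 12.2% under Verbena and 1.15% under Lodi. In AK83 the shares were 4.82% under Camporegio and 2.77% under Verbena. The hybrid strain had 8.29%, 5.06% and 1.17% in the order Camporegio, Verbena and Lodi.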

The similarities/differences in the responses of the three S. meliloti strains to treatments did not appear to depend on the phylogenetic relatedness of the strains (68), although this cannot be definitively concluded without analysis of additional strains. Nevertheless, these results emphasize the importance of transcriptional rewiring during strain diversification in bacteria (62). Similarly, studies with eukaryotic organisms indicate that adaptation has an important role in differentiating the gene expression patterns of organisms (69, 70).

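Among the Camporegio DEGs, 13 in Rm1021 (1.71%), 29 in AK83 (9.35%), 137 in BL225C (10.6%) and 9 in the hybrid strain (1.72%) were luteolin DEGs in the same direction, and 1, 0, 11 and 4 were luteolin DEGs in the opposite direction. Seen from luteolin, the shared DEGs made up 26%, 78.4%, 64% and 24.3% of its DEGs in the same order. The correlation of the log2 fold changes across genes was 0.181 in Rm1021, 0.63 in AK83, 0.33 in BL225C and 0.473 in the hybrid. Unchanged groups simulated against the shared blank gave mean correlations of 0.56, 0.569, 0.457 and 0.772, and these comparisons shared at most 1 call. The simulated groups carried no response, so these means are not what unrelated responses against a shared blank would give. Without all replicate 1 libraries, the share was 42.9% of 14 Camporegio DEGs in AK83 and 33.3% of 775 in the hybrid, and without replicate 2 it was 33.3% of 12 in AK83.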

The root exudate stimulons only partially overlapped the stimulons of luteolin, a known inducer of NodD in S. meliloti (43), confirming that alfalfa root exudates contain numerous molecular signals aside from flavonoids that may influence the competitiveness of various rhizobium strains. Importantly, the transcriptional patterns induced by alfalfa root exudates differed depending on the cultivar from which they were collected; whether these differences are adaptive requires further investigation. Additionally, although root exudate metabolomic analysis was mainly descriptive, and relatively few peaks could be identified, there was a similar pattern between the differences in the S. meliloti gene expression profiles and the overall chemical similarity of the root exudates as measured by LC-MS; the Camporegio and Verbena root exudates induced similar gene expression changes while also being similar along the second principal component of variance (accounting for 30% of the variance) in the PCA of the root exudate composition. In future work, it would be interesting to define which compounds in the root exudates have the greatest impact on the S. meliloti transcriptome.

In addition to the impact of GxG interactions on rhizobium-legume symbioses, there is the potential for interreplicon interactions within rhizobium genomes to further influence the symbiosis. Indeed, interreplicon epistatic interactions are abundant in the S. meliloti genome (71). To address the contribution of interreplicon interactions to symbiosis, we examined a hybrid strain in which the symbiotic megaplasmid of S. meliloti Rm2011 (a strain nearly identical to Rm1021 [72]) was replaced with the symbiotic megaplasmid of S. meliloti BL225C. 

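Under Camporegio, 288 orthologous groups responded differently in the hybrid strain than in both Rm1021 and BL225C, in the same direction and at a BH-adjusted p under 0.05 in each comparison by edgeR. Of these, 93 were on the megaplasmid and 195 were on the other replicons, which could not be separated further. Under Verbena there were 231 groups, 88 on and 143 off the megaplasmid, and under luteolin 27 groups, 4 on and 23 off. The split into higher and lower responses in the hybrid depended on the scaling, with 138 higher and 150 lower under Camporegio by TMM and 201 and 122 by RLE. For Verbena the split was 115 and 116 by TMM and 170 and 92 by RLE. Without blank replicate 1 of the hybrid, the counts were 1042 under Camporegio, 962 under Verbena and 1004 under luteolin. Without its blank replicate 2 they were 265, 221 and 15.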

Nonadditive effects on the transcriptional profiles associated with all three replicons were observed in the hybrid strain relative to Rm1021 and BL225C, indicating that megaplasmid mobilization induced a global rewiring of gene expression, likely due to transcriptional cross talk among the replicons (62, 73). Similarly, nonadditive effects on the transcriptome of plant hybrids have been extensively explored (74) and demonstrated as one of the bases for heterosis in crops (75). In previous work looking for regulatory modules where the transcription factor and target genes reside on different replicons in S. meliloti Rm1021 (62), we found 17 transcriptional regulators encoded by the chromosome or chromid with predicted target genes on the megaplasmid. Among those transcription factors, systems related to exopolysaccharide production (ExpG), transport (PcaQ), and metabolism (IolR and GlnBK) were present, supporting the hypothesis of a global rewiring of gene expression networks and a wide range of effects of this rewiring. The results with the hybrid led us to hypothesize that the large symbiotic variability observed in natural S. meliloti isolates may partly be related to genome-wide transcriptome changes following large-scale horizontal gene transfer followed by natural selection. Moreover, we speculate that while the megaplasmid is the key element for a general response (i.e., cultivar independent) to species-specific host plant associations, the rhizobium chromosome and chromid fine-tune these responses in a genotype-dependent manner. If true, however, this would limit our ability to predict the competitiveness of rhizobium isolates from their simple genome sequence; instead, a more complex understanding of global regulatory network control would be required.

In conclusion, this study demonstrated that the initial perception of legumes by rhizobia leads to hundreds of changes in the rhizobium transcriptome and that these changes are dependent on the plant genotype, the rhizobium genotype, and genotype-by-genotype interactions. These results complement previous studies demonstrating the role of GxG interactions in determining the transcriptome of both the legume and rhizobium partners in mature N_2_-fixing nodules (35, 36). The majority of genes upregulated in response to alfalfa root exudates were conserved in all three strains, supporting the hypothesis that the S. meliloti lineage was adapted to rhizosphere colonization before gaining the genes required for symbiotic nitrogen fixation (49). Additionally, the transcriptional response to the perception of alfalfa root exudates involved genes from all three of the S. meliloti replicons and seemingly involved nonadditive effects resulting from interreplicon interactions.

## MATERIALS AND METHODS

### Microbiological methods and plant assays.

A list of strains, their host plants of origin, as well as the plant varieties used is reported in Table S4 in the supplemental material. Plant varieties included three contrasting alfalfa genotypes: Medicago falcata (Verbena), M. sativa (Lodi), and *Medicago × varia* (*M. sativa × M. falcata*). Strains included S. meliloti Rm1021, BL225C, AK83, and a hybrid strain containing the chromosome and pSymB of strain Rm2011 and the symbiotic megaplasmid (pSINMEB01) of strain BL225C. S. meliloti Rm2011 is nearly isogenic to Rm1021, both being independent streptomycin-resistant derivatives of the nodule isolate SU47 (76, 77). Details on strains, plant growth, and symbiotic assays are found in Text S1 in the supplemental material. The root adhesion test was performed 5 days following the inoculation of plantlets (Text S1). Differences were evaluated by one-way analysis of variance (ANOVA) Tukey pairwise contrast and using the Scott-Knott procedure as implemented in R (78). All primer pairs used are reported in Table S4.

10.1128/mSystems.00974-20.1 TEXT S1 Details on materials and methods used in this work. Download Text S1, DOCX file, 0.04 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00974-20.9 TABLE S4 List of strains (A), alfalfa cultivars (B), and primers (C) used in this study. Download Table S4, PDF file, 0.1 MB. Copyright © 2021 Fagorzi et al. 2021 Fagorzi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Root exudate production and metabolomic analyses.

Root exudates were produced by growing plants under sterile conditions in water for 14 days, as previously reported (79) and as reported in Text S1. Elemental analysis (CHNS) was performed on crude root exudates (a combined sample for each cultivar) using a carbon, hydrogen, and nitrogen analyzer (CHN-S Flash E1112; Thermo Finnigan, San Jose, CA, USA). Metabolomic analysis was performed by LC-MS, and data from reverse-phase UPLC (RP-UPLC) and UPLC-MS were combined to build the final data matrix. Principal-component analysis (PCA) was performed on the Bray-Curtis dissimilarity obtained from each peak identification (ID) value (Text S1). Statistical differences in single metabolites were assessed by Simper analysis based on the decomposition of the Bray-Curtis dissimilarity obtained from each peak ID value. All statistical analyses were done with the vegan package of R (80). The PubChem database was used for additional peak identification from brute formulas (https://pubchem.ncbi.nlm.nih.gov/).

### RNA isolation and RNA sequencing.

Cultures of S. meliloti, grown overnight in M9-succinate medium at 30°C at 130 rpm, were diluted to an optical density at 600 nm (OD_600_) of 0.05 in 5 ml of M9-succinate medium and incubated until an OD_600_ of 0.4 was reached. Next, either 10 μM luteolin (Sigma-Aldrich) or one of the alfalfa root exudates (normalized by the total organic carbon as measured by the CHNS analysis) was added to each of the cultures, and the mixture was incubated for an additional 4 h at 30°C with shaking at 130 rpm. Biological replicates were performed for each of the three strains across the five conditions. Total RNA was extracted using RNeasy minikits (Qiagen) from 0.5 ml of the culture and subjected to DNase I treatment. Details on the RNA isolation procedure and quality checks are provided in Text S1. Validation of expression differences was done using reverse transcriptase qPCR as described in Text S1. Protocols for rRNA depletion and library construction are described in Text S1. Libraries were sequenced on an Illumina Novaseq 6000 apparatus with an SP flow cell.

### Read mapping, counting, and differential expression analysis.

Trimmed and demultiplexed reads were mapped back to transcripts using Salmon (version 1.1.0) (81) (see Text S1 for details). Quantification files produced by Salmon were then imported into R using the tximport package (version 1.10.1) (82). Differential abundance analysis was performed with the DESeq2 version 1.22.2 package (83) on single strains under different conditions.

### Statistical analysis of differentially expressed genes.

For each S. meliloti strain, genes differentially expressed (log_2_ fold change of ≥1; *P* value of <0.01) under at least one condition relative to the control conditions were identified, and all fold change values for these genes were extracted. To compare expression values of genes conserved between Rm1021, AK83, and BL225C, the pangenome of the three strains was calculated using Roary version 3.13.0 (84) with an identity threshold of 90%, and the genes found in all three strains (the core genes) were recorded. Under each condition, core genes differentially expressed in at least one strain relative to the control conditions were identified, and the fold change values for the gene and its orthologs in the other strains were extracted.

All genes of S. meliloti strains Rm1021, AK83, and BL225C were functionally annotated using stand-alone version 2 of eggNOG-mapper (85, 86) with default settings and the following two modifications: the mode was set to diamond, and query cover was set to 20. Methods for the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Clusters of Orthologous Genes (COG) category annotations are reported in Text S1.

Nested likelihood ratio tests (LRTs) were used to evaluate the statistical significance of strain, condition, and strain-by-condition interaction effects on gene expression. Transcripts were collapsed into orthologous groups based on the output of Roary, as described above. Counts produced by Salmon were collapsed following the group ID provided by Roary, producing a single table with ortholog-level quantification of transcripts. The produced table was then used to perform a nested LRT with DESeq2. Strains and conditions were used together with their interaction to build a model for each group. Terms were then removed one by one to test their impact on the likelihood of the full model (as described in the DESeq2 documentation at http://bioconductor.org/packages/devel/bioc/vignettes/DESeq2/inst/doc/DESeq2.html#likelihood-ratio-test).

### Data availability.

Gene expression data are available at GEO under the accession number GSE151705. Custom scripts developed for this work can be found in the GitHub repository at https://github.com/hyhy8181994/Sinorhizobium-RNAseq-2020.

## References

[1] Rosenberg E, Zilber-Rosenberg I. 2016. Microbes drive evolution of animals and plants: the hologenome concept. mBio 7:e01395-15. doi:10.1128/mBio.01395-15.PMC481726027034283

[2] Mus F, Crook MB, Garcia K, Costas AG, Geddes BA, Kouri ED, Paramasivan P, Ryu M-H, Oldroyd GED, Poole PS, Udvardi MK, Voigt CA, Ané J-M, Peters JW. 2016. Symbiotic nitrogen fixation and the challenges to its extension to nonlegumes. Appl Environ Microbiol 82:3698–3710. doi:10.1128/AEM.01055-16.27084023PMC4907175

[3] Lee YK, Mazmanian SK. 2010. Has the microbiota played a critical role in the evolution of the adaptive immune system? Science 330:1768–1773. doi:10.1126/science.1195568.21205662PMC3159383

[4] Jones BW, Nishiguchi MK. 2004. Counterillumination in the Hawaiian bobtail squid, Euprymna scolopes Berry (Mollusca: Cephalopoda). Mar Biol 144:1151–1155. doi:10.1007/s00227-003-1285-3.

[5] Nyholm SV, McFall-Ngai M. 2004. The winnowing: establishing the squid-vibrio symbiosis. Nat Rev Microbiol 2:632–642. doi:10.1038/nrmicro957.15263898

[6] Kiers ET, Rousseau RA, West SA, Denison RF. 2003. Host sanctions and the legume-rhizobium mutualism. Nature 425:78–81. doi:10.1038/nature01931.12955144

[7] Mwafulirwa L, Baggs EM, Russell J, George T, Morley N, Sim A, de la Fuente Cantó C, Paterson E. 2016. Barley genotype influences stabilization of rhizodeposition-derived C and soil organic matter mineralization. Soil Biol Biochem 95:60–69. doi:10.1016/j.soilbio.2015.12.011.

[8] Escudero-Martinez C, Bulgarelli D. 2019. Tracing the evolutionary routes of plant-microbiota interactions. Curr Opin Microbiol 49:34–40. doi:10.1016/j.mib.2019.09.013.31698159

[9] Pasolli E, Asnicar F, Manara S, Zolfo M, Karcher N, Armanini F, Beghini F, Manghi P, Tett A, Ghensi P, Collado MC, Rice BL, DuLong C, Morgan XC, Golden CD, Quince C, Huttenhower C, Segata N. 2019. Extensive unexplored human microbiome diversity revealed by over 150,000 genomes from metagenomes spanning age, geography, and lifestyle. Cell 176:649–662.e20. doi:10.1016/j.cell.2019.01.001.30661755PMC6349461

[10] Singh BK, Liu H, Trivedi P. 2020. Eco-holobiont: a new concept to identify drivers of host-associated microorganisms. Environ Microbiol 22:564–567. doi:10.1111/1462-2920.14900.31849163

[11] de Souza RSC, Armanhi JSL, Damasceno NDB, Imperial J, Arruda P. 2019. Genome sequences of a plant beneficial synthetic bacterial community reveal genetic features for successful plant colonization. Front Microbiol 10:1779. doi:10.3389/fmicb.2019.01779.31456759PMC6701196

[12] Levy A, Gonzalez IS, Mittelviefhaus M, Clingenpeel S, Paredes SH, Miao J, Wang K, Devescovi G, Stillman K, Monteiro F, Alvarez BR, Lundberg DS, Lu T-Y, Lebeis S, Jin Z, McDonald M, Klein AP, Feltcher ME, Rio TG, Grant SR, Doty SL, Ley RE, Zhao B, Venturi V, Pelletier DA, Vorholt JA, Tringe SG, Woyke T, Dangl JL. 2018. Genomic features of bacterial adaptation to plants. Nat Genet 50:138–150. doi:10.1038/s41588-017-0012-9.PMC595707929255260

[13] Harrison E, Brockhurst MA. 2012. Plasmid-mediated horizontal gene transfer is a coevolutionary process. Trends Microbiol 20:262–267. doi:10.1016/j.tim.2012.04.003.22564249

[14] Batstone RT, O’Brien AM, Harrison TL, Frederickson ME. 2020. Experimental evolution makes microbes more cooperative with their local host genotype. Science 370:476–478. doi:10.1126/science.abb7222.33093112

[15] Pini F, Galardini M, Bazzicalupo M, Mengoni A. 2011. Plant-bacteria association and symbiosis: are there common genomic traits in Alphaproteobacteria? Genes (Basel) 2:1017–1032. doi:10.3390/genes2041017.24710303PMC3927591

[16] Guttman D, McHardy AC, Schulze-Lefert P. 2014. Microbial genome-enabled insights into plant-microorganism interactions. Nat Rev Genet 15:797–813. doi:10.1038/nrg3748.25266034

[17] Poole P, Ramachandran V, Terpolilli J. 2018. Rhizobia: from saprophytes to endosymbionts. Nat Rev Microbiol 16:291–303. doi:10.1038/nrmicro.2017.171.29379215

[18] Oldroyd GED. 2013. Speak, friend, and enter: signalling systems that promote beneficial symbiotic associations in plants. Nat Rev Microbiol 11:252–263. doi:10.1038/nrmicro2990.23493145

[19] Gage DJ. 2004. Infection and invasion of roots by symbiotic, nitrogen-fixing rhizobia during nodulation of temperate legumes. Microbiol Mol Biol Rev 68:280–300. doi:10.1128/MMBR.68.2.280-300.2004.15187185PMC419923

[20] Udvardi M, Poole PS. 2013. Transport and metabolism in legume-rhizobia symbioses. Annu Rev Plant Biol 64:781–805. doi:10.1146/annurev-arplant-050312-120235.23451778

[21] Kereszt A, Mergaert P, Kondorosi E. 2011. Bacteroid development in legume nodules: evolution of mutual benefit or of sacrificial victims? Mol Plant Microbe Interact 24:1300–1309. doi:10.1094/MPMI-06-11-0152.21995798

[22] Benezech C, Doudement M, Gourion B. 2020. Legumes tolerance to rhizobia is not always observed and not always deserved. Cell Microbiol 22:e13124. doi:10.1111/cmi.13124.31610071

[23] Gibson KE, Kobayashi H, Walker GC. 2008. Molecular determinants of a symbiotic chronic infection. Annu Rev Genet 42:413–441. doi:10.1146/annurev.genet.42.110807.091427.18983260PMC2770587

[24] Burghardt LT. 2020. Evolving together, evolving apart: measuring the fitness of rhizobial bacteria in and out of symbiosis with leguminous plants. New Phytol 228:28–34. doi:10.1111/nph.16045.31276218

[25] Paffetti D, Scotti C, Gnocchi S, Fancelli S, Bazzicalupo M. 1996. Genetic diversity of an Italian Rhizobium meliloti population from different Medicago sativa varieties. Appl Environ Microbiol 62:2279–2285. doi:10.1128/AEM.62.7.2279-2285.1996.8779566PMC168009

[26] Carelli M, Gnocchi S, Fancelli S, Mengoni A, Paffetti D, Scotti C, Bazzicalupo M. 2000. Genetic diversity and dynamics of Sinorhizobium meliloti populations nodulating different alfalfa cultivars in Italian soils. Appl Environ Microbiol 66:4785–4789. doi:10.1128/aem.66.11.4785-4789.2000.11055924PMC92380

[27] Rangin C, Brunel B, Cleyet-Marel J-C, Perrineau M-M, Béna G. 2008. Effects of Medicago truncatula genetic diversity, rhizobial competition, and strain effectiveness on the diversity of a natural Sinorhizobium species community. Appl Environ Microbiol 74:5653–5661. doi:10.1128/AEM.01107-08.18658290PMC2547051

[28] Heath KD, Tiffin P. 2007. Context dependence in the coevolution of plant and rhizobial mutualists. Proc Biol Sci 274:1905–1912. doi:10.1098/rspb.2007.0495.17535796PMC2270936

[29] Heath KD, Tiffin P. 2009. Stabilizing mechanisms in a legume-rhizobium mutualism. Evolution 63:652–662. doi:10.1111/j.1558-5646.2008.00582.x.19087187

[30] Heath KD. 2010. Intergenomic epistasis and coevolutionary constraint in plants and rhizobia. Evolution 64:1446–1458. doi:10.1111/j.1558-5646.2009.00913.x.20002161

[31] Ehinger M, Mohr TJ, Starcevich JB, Sachs JL, Porter SS, Simms EL. 2014. Specialization-generalization trade-off in a Bradyrhizobium symbiosis with wild legume hosts. BMC Ecol 14:8. doi:10.1186/1472-6785-14-8.24641813PMC4021497

[32] Burghardt LT, Epstein B, Guhlin J, Nelson MS, Taylor MR, Young ND, Sadowsky MJ, Tiffin P. 2018. Select and resequence reveals relative fitness of bacteria in symbiotic and free-living environments. Proc Natl Acad Sci U S A 115:2425–2430. doi:10.1073/pnas.1714246115.29453274PMC5877963

[33] Burghardt LT, Trujillo DI, Epstein B, Tiffin P, Young ND. 2020. A select and resequence approach reveals strain-specific effects of Medicago nodule-specific PLAT-domain genes. Plant Physiol 182:463–471. doi:10.1104/pp.19.00831.31653715PMC6945875

[34] Roux B, Rodde N, Jardinaud MF, Timmers T, Sauviac L, Cottret L, Carrère S, Sallet E, Courcelle E, Moreau S, Debellé F, Capela D, De Carvalho-Niebel F, Gouzy J, Bruand C, Gamas P. 2014. An integrated analysis of plant and bacterial gene expression in symbiotic root nodules using laser-capture microdissection coupled to RNA sequencing. Plant J 77:817–837. doi:10.1111/tpj.12442.24483147

[35] Heath KD, Burke PV, Stinchcombe JR. 2012. Coevolutionary genetic variation in the legume-rhizobium transcriptome. Mol Ecol 21:4735–4747. doi:10.1111/j.1365-294X.2012.05629.x.22672103

[36] Burghardt LT, Guhlin J, Chun CL, Liu J, Sadowsky MJ, Stupar RM, Young ND, Tiffin P. 2017. Transcriptomic basis of genome by genome variation in a legume-rhizobia mutualism. Mol Ecol 26:6122–6135. doi:10.1111/mec.14285.28792680

[37] Triplett EW, Sadowsky MJ. 1992. Genetics of competition for nodulation of legumes. Annu Rev Microbiol 46:399–422. doi:10.1146/annurev.mi.46.100192.002151.1444262

[38] Checcucci A, DiCenzo GC, Bazzicalupo M, Mengoni A. 2017. Trade, diplomacy, and warfare: the quest for elite rhizobia inoculant strains. Front Microbiol 8:2207. doi:10.3389/fmicb.2017.02207.29170661PMC5684177

[39] Sprent JI, Ardley J, James EK. 2017. Biogeography of nodulated legumes and their nitrogen-fixing symbionts. New Phytol 215:40–56. doi:10.1111/nph.14474.28211601

[40] Frame J, Charlton JFL, Laidlaw AS. 1998. Temperate forage legumes. CAB International, Wallingford, United Kingdom.

[41] Galibert F, Finan TM, Long SR, Puhler A, Abola P, Ampe F, Barloy-Hubler F, Barnett MJ, Becker A, Boistard P, Bothe G, Boutry M, Bowser L, Buhrmester J, Cadieu E, Capela D, Chain P, Cowie A, Davis RW, Dreano S, Federspiel NA, Fisher RF, Gloux S, Godrie T, Goffeau A, Golding B, Gouzy J, Gurjal M, Hernandez-Lucas I, Hong A, Huizar L, Hyman RW, Jones T, Kahn D, Kahn ML, Kalman S, Keating DH, Kiss E, Komp C, Lelaure V, Masuy D, Palm C, Peck MC, Pohl TM, Portetelle D, Purnelle B, Ramsperger U, Surzycki R, Thebault P, Vandenbol M, Vorholter FJ, . 2001. The composite genome of the legume symbiont Sinorhizobium meliloti. Science 293:668–672. doi:10.1126/science.1060966.11474104

[42] Harrison PW, Lower RPJ, Kim NKD, Young JPW. 2010. Introducing the bacterial “chromid”: not a chromosome, not a plasmid. Trends Microbiol 18:141–148. doi:10.1016/j.tim.2009.12.010.20080407

[43] Peck MC, Fisher RF, Long SR. 2006. Diverse flavonoids stimulate NodD1 binding to nod gene promoters in Sinorhizobium meliloti. J Bacteriol 188:5417–5427. doi:10.1128/JB.00376-06.16855231PMC1540014

[44] Galardini M, Mengoni A, Brilli M, Pini F, Fioravanti A, Lucas S, Lapidus A, Cheng J-F, Goodwin L, Pitluck S, Land M, Hauser L, Woyke T, Mikhailova N, Ivanova N, Daligault H, Bruce D, Detter C, Tapia R, Han C, Teshima H, Mocali S, Bazzicalupo M, Biondi EG. 2011. Exploring the symbiotic pangenome of the nitrogen-fixing bacterium Sinorhizobium meliloti. BMC Genomics 12:235. doi:10.1186/1471-2164-12-235.21569405PMC3164228

[45] Biondi EG, Tatti E, Comparini D, Giuntini E, Mocali S, Giovannetti L, Bazzicalupo M, Mengoni A, Viti C. 2009. Metabolic capacity of Sinorhizobium (Ensifer) meliloti strains as determined by phenotype microarray analysis. Appl Environ Microbiol 75:5396–5404. doi:10.1128/AEM.00196-09.19561177PMC2725449

[46] Checcucci A, Azzarello E, Bazzicalupo M, Galardini M, Lagomarsino A, Mancuso S, Marti L, Marzano MC, Mocali S, Squartini A, Zanardo M, Mengoni A. 2016. Mixed nodule infection in Sinorhizobium meliloti-Medicago sativa symbiosis suggest the presence of cheating behavior. Front Plant Sci 7:835. doi:10.3389/fpls.2016.00835.27379128PMC4904023

[47] Caetano-Anollés G, Crist-Estes DK, Bauer WD. 1988. Chemotaxis of Rhizobium meliloti to the plant flavone luteolin requires functional nodulation genes. J Bacteriol 170:3164–3169. doi:10.1128/jb.170.7.3164-3169.1988.3384804PMC211264

[48] Checcucci A, DiCenzo GC, Ghini V, Bazzicalupo M, Becker A, Decorosi F, Döhlemann J, Fagorzi C, Finan TM, Fondi M, Luchinat C, Turano P, Vignolini T, Viti C, Mengoni A. 2018. Creation and characterization of a genomically hybrid strain in the nitrogen-fixing symbiotic bacterium Sinorhizobium meliloti. ACS Synth Biol 7:2365–2378. doi:10.1021/acssynbio.8b00158.30223644

[49] Salas ME, Lozano MJ, López JL, Draghi WO, Serrania J, Torres Tejerizo GA, Albicoro FJ, Nilsson JF, Pistorio M, Del Papa MF, Parisi G, Becker A, Lagares A. 2017. Specificity traits consistent with legume-rhizobia coevolution displayed by Ensifer meliloti rhizosphere colonization. Environ Microbiol 19:3423–3438. doi:10.1111/1462-2920.13820.28618121

[50] Spini G, Decorosi F, Cerboneschi M, Tegli S, Mengoni A, Viti C, Giovannetti L. 2016. Effect of the plant flavonoid luteolin on Ensifer meliloti 3001 phenotypic responses. Plant Soil 399:159–178. doi:10.1007/s11104-015-2659-2.

[51] Barnett MJ, Long SR. 2015. The Sinorhizobium meliloti SyrM regulon: effects on global gene expression are mediated by syrA and nodD3. J Bacteriol 197:1792–1806. doi:10.1128/JB.02626-14.25777671PMC4402393

[52] Webb BA, Helm RF, Scharf BE. 2016. Contribution of individual chemoreceptors to Sinorhizobium meliloti chemotaxis towards amino acids of host and nonhost seed exudates. Mol Plant Microbe Interact 29:231–239. doi:10.1094/MPMI-12-15-0264-R.26713349

[53] Liu Y, Jiang X, Guan D, Zhou W, Ma M, Zhao B, Cao F, Li L, Li J. 2017. Transcriptional analysis of genes involved in competitive nodulation in Bradyrhizobium diazoefficiens at the presence of soybean root exudates. Sci Rep 7:10946. doi:10.1038/s41598-017-11372-0.28887528PMC5591287

[54] McIntosh M, Krol E, Becker A. 2008. Competitive and cooperative effects in quorum-sensing-regulated galactoglucan biosynthesis in Sinorhizobium meliloti. J Bacteriol 190:5308–5317. doi:10.1128/JB.00063-08.18515420PMC2493264

[55] Parker DR, Reichman SM, Crowley DE. 2005. Metal chelation in the rhizosphere, p 57–93. *In* Zobel RW, Wright SF (ed), Roots and soil management: interactions between roots and the soil, vol 48. American Society of Agronomy, Inc, Madison, WI.

[56] diCenzo GC, MacLean AM, Milunovic B, Golding GB, Finan TM. 2014. Examination of prokaryotic multipartite genome evolution through experimental genome reduction. PLoS Genet 10:e1004742. doi:10.1371/journal.pgen.1004742.25340565PMC4207669

[57] Crook MB, Lindsay DP, Biggs MB, Bentley JS, Price JC, Clement SC, Clement MJ, Long SR, Griffitts JS. 2012. Rhizobial plasmids that cause impaired symbiotic nitrogen fixation and enhanced host invasion. Mol Plant Microbe Interact 25:1026–1033. doi:10.1094/MPMI-02-12-0052-R.22746823PMC4406224

[58] Maillet F, Debellé F, Dénarié J. 1990. Role of the nodD and syrM genes in the activation of the regulatory gene nodD3, and of the common and host‐specific nod genes of Rhizobium meliloti. Mol Microbiol 4:1975–1984. doi:10.1111/j.1365-2958.1990.tb02047.x.2127953

[59] Capela D, Carrere S, Batut J. 2005. Transcriptome-based identification of the Sinorhizobium meliloti NodD1 regulon. Appl Environ Microbiol 71:4910–4913. doi:10.1128/AEM.71.8.4910-4913.2005.16085895PMC1183327

[60] Zuanazzi JAS, Clergeot PH, Quirion J-C, Husson H-P, Kondorosi A, Ratet P. 1998. Production of Sinorhizobium meliloti nod gene activator and repressor flavonoids from Medicago sativa roots. Mol Plant Microbe Interact 11:784–794. doi:10.1094/MPMI.1998.11.8.784.

[61] Ramos JL, Marqués S, Timmis KN. 1997. Transcriptional control of the Pseudomonas TOL plasmid catabolic operons is achieved through an interplay of host factors and plasmid-encoded regulators. Annu Rev Microbiol 51:341–373. doi:10.1146/annurev.micro.51.1.341.9343354

[62] Galardini M, Brilli M, Spini G, Rossi M, Roncaglia B, Bani A, Chiancianesi M, Moretto M, Engelen K, Bacci G, Pini F, Biondi EG, Bazzicalupo M, Mengoni A. 2015. Evolution of intra-specific regulatory networks in a multipartite bacterial genome. PLoS Comput Biol 11:e1004478. doi:10.1371/journal.pcbi.1004478.26340565PMC4560400

[63] Oldroyd GED, Murray JD, Poole PS, Downie JA. 2011. The rules of engagement in the legume-rhizobial symbiosis. Annu Rev Genet 45:119–144. doi:10.1146/annurev-genet-110410-132549.21838550

[64] Barbour WM, Hattermann DR, Stacey G. 1991. Chemotaxis of Bradyrhizobium japonicum to soybean exudates. Appl Environ Microbiol 57:2635–2639. doi:10.1128/AEM.57.9.2635-2639.1991.1768137PMC183632

[65] Webb BA, Compton KK, Martin JS, Taylor D, Sobrado P, Scharf BE. 2017. Sinorhizobium meliloti chemotaxis to multiple amino acids is mediated by the chemoreceptor McpU. Mol Plant Microbe Interact 30:770–777. doi:10.1094/MPMI-04-17-0096-R.28745538

[66] Mhadhbi H, Jebara M, Limam F, Huguet T, Aouani ME. 2005. Interaction between Medicago truncatula lines and Sinorhizobium meliloti strains for symbiotic efficiency and nodule antioxidant activities. Physiol Plant 124:4–11. doi:10.1111/j.1399-3054.2005.00489.x.

[67] Entcheva P, Phillips DA, Streit WR. 2002. Functional analysis of Sinorhizobium meliloti genes involved in biotin synthesis and transport. Appl Environ Microbiol 68:2843–2848. doi:10.1128/aem.68.6.2843-2848.2002.12039741PMC123963

[68] Galardini M, Pini F, Bazzicalupo M, Biondi EG, Mengoni A. 2013. Replicon-dependent bacterial genome evolution: the case of Sinorhizobium meliloti. Genome Biol Evol 5:542–558. doi:10.1093/gbe/evt027.23431003PMC3622305

[69] López-Maury L, Marguerat S, Bähler J. 2008. Tuning gene expression to changing environments: from rapid responses to evolutionary adaptation. Nat Rev Genet 9:583–593. doi:10.1038/nrg2398.18591982

[70] Whitehead A, Crawford DL. 2006. Variation within and among species in gene expression: raw material for evolution. Mol Ecol 15:1197–1211. doi:10.1111/j.1365-294X.2006.02868.x.16626448

[71] diCenzo GC, Benedict AB, Fondi M, Walker GC, Finan TM, Mengoni A, Griffitts JS. 2018. Robustness encoded across essential and accessory replicons of the ecologically versatile bacterium Sinorhizobium meliloti. PLoS Genet 14:e1007357. doi:10.1371/journal.pgen.1007357.29672509PMC5929573

[72] Meade HM, Signer ER. 1977. Genetic mapping of Rhizobium meliloti. Proc Natl Acad Sci U S A 74:2076–2078. doi:10.1073/pnas.74.5.2076.266730PMC431077

[73] diCenzo GC, Wellappili D, Golding GB, Finan TM. 2018. Inter-replicon gene flow contributes to transcriptional integration in the *Sinorhizobium meliloti* multipartite genome. G3 (Bethesda) 8:1711–1720. doi:10.1534/g3.117.300405.29563186PMC5940162

[74] Bell GDM, Kane NC, Rieseberg LH, Adams KL. 2013. RNA-seq analysis of allele-specific expression, hybrid effects, and regulatory divergence in hybrids compared with their parents from natural populations. Genome Biol Evol 5:1309–1323. doi:10.1093/gbe/evt072.23677938PMC3730339

[75] Hochholdinger F, Hoecker N. 2007. Towards the molecular basis of heterosis. Trends Plant Sci 12:427–432. doi:10.1016/j.tplants.2007.08.005.17720610

[76] Sallet E, Roux B, Sauviac L, Jardinaud MF, Carrère S, Faraut T, de Carvalho-Niebel F, Gouzy J, Gamas P, Capela D, Bruand C, Schiex T. 2013. Next-generation annotation of prokaryotic genomes with EuGene-P: application to Sinorhizobium meliloti 2011. DNA Res 20:339–353. doi:10.1093/dnares/dst014.23599422PMC3738161

[77] Krol E, Becker A. 2004. Global transcriptional analysis of the phosphate starvation response in Sinorhizobium meliloti strains 1021 and 2011. Mol Genet Genomics 272:1–17. doi:10.1007/s00438-004-1030-8.15221452

[78] R Development Core Team. 2012. R: a language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria.

[79] Checcucci A, Azzarello E, Bazzicalupo M, De Carlo A, Emiliani G, Mancuso S, Spini G, Viti C, Mengoni A. 2017. Role and regulation of ACC deaminase gene in Sinorhizobium meliloti: is it a symbiotic, rhizospheric or endophytic gene? Front Genet 8:6. doi:10.3389/fgene.2017.00006.28194158PMC5276845

[80] Oksanen J, Blanchet F, Kindt R, Legendre P, Minchin P, O’Hara R, Simpson G, Solymos P, Stevens M, Wagner H. 2013. vegan: community ecology package. R package version 2.0-10.

[81] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. 2017. Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods 14:417–419. doi:10.1038/nmeth.4197.28263959PMC5600148

[82] Soneson C, Love MI, Robinson MD. 2015. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res 4:1521. doi:10.12688/f1000research.7563.1.26925227PMC4712774

[83] Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550. doi:10.1186/s13059-014-0550-8.25516281PMC4302049

[84] Page AJ, Cummins CA, Hunt M, Wong VK, Reuter S, Holden MTG, Fookes M, Falush D, Keane JA, Parkhill J. 2015. Roary: rapid large-scale prokaryote pan genome analysis. Bioinformatics 31:3691–3693. doi:10.1093/bioinformatics/btv421.26198102PMC4817141

[85] Huerta-Cepas J, Szklarczyk D, Heller D, Hernández-Plaza A, Forslund SK, Cook H, Mende DR, Letunic I, Rattei T, Jensen LJ, von Mering C, Bork P. 2019. eggNOG 5.0: a hierarchical, functionally and phylogenetically annotated orthology resource based on 5090 organisms and 2502 viruses. Nucleic Acids Res 47:D309–D314. doi:10.1093/nar/gky1085.30418610PMC6324079

[86] Huerta-Cepas J, Forslund K, Coelho LP, Szklarczyk D, Jensen LJ, Von Mering C, Bork P. 2017. Fast genome-wide functional annotation through orthology assignment by eggNOG-mapper. Mol Biol Evol 34:2115–2122. doi:10.1093/molbev/msx148.28460117PMC5850834

# Supplementary material for: Nonadditive Transcriptomic Signatures of Genotype-by-Genotype Interactions during the Initiation of Plant-Rhizobium Symbiosis
**Source:** mSystems. 2021 Jan 12;6(1):e00974-20. doi: 10.1128/mSystems.00974-20
**Supplement:** TABLE S1

**Table S1.****Camporegio vs. Lodi**

| Peak ID  | Av. dissim | Contrib. % | Hypothetical compound |
|----------|------------|------------|-----------------------|
| PP_11707 | 21.08      | 29.16      | N-Acetyl-L-leucine    |
| PP_16427 | 8.518      | 11.79      | DL-Tryptophan         |
| PP_01693 | 5.773      | 7.988      | Cytosine              |

**Camporegio vs. Verbena**

| Peak ID  | Av. dissim | Contrib. % | Hypothetical compound |
|----------|------------|------------|-----------------------|
| PP_11707 | 17.08      | 24.3       | N-Acetyl-L-leucine    |
| PP_16427 | 6.941      | 9.876      | DL-Tryptophan         |
| PP_01693 | 4.187      | 5.957      | Cytosine              |

**Lodi vs. Verbena**

| Peak ID  | Av. dissim | Contrib. % | Hypothetical compound      |
|----------|------------|------------|----------------------------|
| PP_13281 | 10.57      | 21.59      | 3,5-Dihydroxyphenylglycine |
| PP_14042 | 2.207      | 4.508      | Val-Ala                    |
| PP_11707 | 1.995      | 4.075      | N-Acetyl-L-leucine         |

# Supplementary material for: Nonadditive Transcriptomic Signatures of Genotype-by-Genotype Interactions during the Initiation of Plant-Rhizobium Symbiosis
**Source:** mSystems. 2021 Jan 12;6(1):e00974-20. doi: 10.1128/mSystems.00974-20
**Supplement:** TABLE S2

**Table S2.**

|                   | <b>N%</b> | <b>C%</b> | <b>H%</b> |
|-------------------|-----------|-----------|-----------|
| <b>Blank</b>      | n.d.      | 0.017     | 0.49      |
| <b>Lodi</b>       | 0.017     | 0.246     | 56.61     |
| <b>Verbena</b>    | n.d.      | 0.060     | 55.47     |
| <b>Camporegio</b> | n.d.      | 0.056     | 30.05     |

# Supplementary material for: Nonadditive Transcriptomic Signatures of Genotype-by-Genotype Interactions during the Initiation of Plant-Rhizobium Symbiosis
**Source:** mSystems. 2021 Jan 12;6(1):e00974-20. doi: 10.1128/mSystems.00974-20
**Supplement:** TEXT S1

**Supplemental Information file**

**Dissecting transcriptomic signatures of genotype x genotype interactions during the initiation of plant-rhizobium symbiosis**

Camilla Fagorzi^a^, Giovanni Bacci^a,#^, Rui Huang^b^, Lisa Cangioli^a^, Alice Checcucci^a,*^, Margherita Fini^a^, Elena Perrin^a^, Chiara Natali^a^, George Colin diCenzo^b^, Alessio Mengoni^a,#^

^*^ present address, Department of Agricultural and Food Science, University of Bologna, Bologna, Italy

**Strains and microbiological methods**

*S. meliloti* Rm1021 is a spontaneous streptomycin-resistant derivative of the isolate SU47 recovered form *M. sativa* root nodules (1). *S. meliloti* BL225C was isolated by plant trapping with the *M. sativa* variety “Lodi” in Lodi, Italy in 1996 (2). *S. meliloti* strain AK83 was isolated from nodules of *M. falcata* grown in soil samples from the North Aral Sea region in Kazakhstan in 2001 (3). *S. meliloti* BM806 (later termed as “hybrid strain”) is a Rm2011 (a near identical strain to Rm1021, as both are independent streptomycin resistant derivatives of the nodule isolate *S. meliloti* SU47 (4)) derivative in which the pSymA megaplasmid was replaced with the homologous megaplasmid (pSINMEB01) from strain BL225C (5). Strains were grown at 30°C in TY with 0.2 g/l CaCl_2_, or in M9 supplemented with 0.2% succinate as the carbon source. For Rm1021, streptomycin (200 µg/mL) was added to the culture medium during routine growth.

**Plant varieties, root adhesion tests, and symbiotic assays**

Fall dormancy (FD) is an important trait having large impacts on the productivity and persistence of alfalfa (6). Cultivars Camporegio and Verbena are included in the subgroup of fall dormant type (FDT; FD 1–4), while cultivar Lodi is a semi-dormant type (SDT; FD 5–7). Symbiotic assays were performed, as previously reported (5), on 12 plants per strain – cultivar combination. Briefly, plants were grown in pots containing a 1:1 mixture of sterile vermiculite and perlite, supplemented with 200 mL of Fahraeus N-free liquid and inoculated with ∼4 ×10^4^ rhizobial cells/cm^3^ and grown in a growth chamber at 26 °C with a 16 h photoperiod (100 microeinstein/m^2^/s) for 5 weeks. Nodule counts were performed after the 5 weeks, then the shoots dried at 50 °C for 7 days. The root adhesion test was performed five days following the inoculation of plantlets. Using sterile tweezers, plantlets were carefully removed from the substrate and divided into epicotyl and hypocotyl (i.e. root) portions. After measuring their length, roots of similar length (~ 3 cm) were washed to remove loosely adherent cells by vortexing for ten seconds in 500 μl of 0.9% NaCl. Then, roots were transferred to 500 µl of fresh 0.9% NaCl, and vortexed for 30 seconds to collect bacterial cells that were strongly adhered to the root surface. Roots were removed from the tube and the quantity of bacterial cells detached from the roots and recovered in the NaCl solution was evaluated using Real Time PCR (qPCR) by a standard curve method on the *nodB* gene in a QuantStudio^TM^ 7 flex (Applied Biosystems), as previously described (7, 8). Differences were evaluated by one-way ANOVA Tukey pairwise contrast and using the Scott-Knott procedure as implemented in R (9).

**Root exudate production and metabolomic analyses**

Root exudates were produced growing plantlets in water as previously reported (10) in two independent experiments, giving two biological replicas for each plant cultivar. A blank sample was prepared with the same setup of the plant experiment, but without adding the plantlet. Elemental analysis (CHNS) was performed on crude root exudates (a combined sample for each cultivar) using a carbon hydrogen and nitrogen analyzer (CHN-S Flash E1112, Thermofinnigan, San José, California, United States). For LC-MS, the extraction of the seven samples (two biological replicates per cultivar, plus the blank) was performed by metaSysX GmbH ([www.metasysx.com](http://www.metasysx.com)) with a modified protocol from (11). The samples were measured with a Waters ACQUITY Reversed Phase Ultra Performance Liquid Chromatography (RP-UPLC) coupled to a Thermo-Fisher Q-Exactive mass spectrometer that consists of an ElectroSpray Ionization source (ESI) and an Orbitrap mass analyzer (UPLC-MS). A C18 column was used for the chromatographic separation of the hydrophilic compounds. The mass spectra were acquired in full scan MS positive and negative modes (Mass Range [100−1500]). Extraction of the LC-MS data was accomplished with the software REFINER MS® 10.5 (GeneData, [genedata.com](http://www.genedata.com)). After extraction of the peak list from the chromatograms, data were processed, aligned, and filtered using in-house software. Only those features (peak IDs) that were present in at least two out of the seven samples were kept. At this stage, an average retention time (RT) and average m/z values were given to each feature. The alignment was performed for each platform independently (polar phase positive mode, polar phase negative mode). The annotation of the content of the sample was accomplished by matching the extracted data from the chromatograms with metaSysX’s library of reference compounds. Data from both platforms (RP-UPLC and UPLC-MS) were combined to build the final data matrix. Attribution of brute formulas to known compound was done using the PubChem database ([pubchem.ncbi.nlm.nih.gov/](https://pubchem.ncbi.nlm.nih.gov/)). Principal Component Analysis (PCA) was performed on the Bray-Curtis dissimilarity obtained from each peak ID value. Statistical differences in single metabolites were assessed by Simper analysis based on the decomposition of the Bray-Curtis dissimilarity obtained from each peak ID value. All statistical analyses were done with the vegan package of R (12).

**RNA isolation**

Overnight cultures of *S. meliloti*, grown in M9-succinate medium at 30˚C at 130 rpm, were diluted to an OD_600_ of 0.05 in 5 ml of M9-succinate and incubated until an OD_600_ of 0.4 was reached. Then, either 10 µM of luteolin (Sigma-Aldrich) or one of the alfalfa root exudate (normalized by the total organic carbon as measured by the CHNS analysis; 0.250 ml, 0.042 ml, 0.224 ml, and 0.806 ml for Camporegio, Lodi, Verbena, and the blank samples, respectively) was added to each of the cultures and incubated for an additional 4 hours at 30˚C with shaking at 130 rpm. Biological replicates were performed for each of the three strains across the five conditions. After incubation, cells were blocked with RNAprotect Bacteria (Qiagen, Venlo, The Netherlands) and total RNA was extracted using RNeasy Mini kits (Qiagen) from 0.5 ml of culture following the manufacturer’s instructions, including on column DNase I treatment. After elution, a second DNase I (ThermoFisher, Waltham, Massachusetts, USA) treatment was performed. The absence of contaminant DNA was verified by qPCR on the *nodC* gene of *S. meliloti*. Quality and quantity of extracted RNA were checked by spectrophometric readings (NanoQuant plate, Infinite PRO 200, Tecan, Männedorf, Switzerland), fluorometric measurement (Qubit, ThermoFisher), and cartridge electrophoresis on a 2100 Bioanalyzer (Agilent RNA Nano kit 6000, Agilent Technology, Santa Clara, California, USA). All RNA samples gave RNA Integrity Number (RIN) values between 9 and 10.

**Reverse transcriptase qPCR**

Single stranded cDNA libraries were prepared from total RNA samples using SuperScript II reverse transcriptase (ThermoFisher) following the manufacturer’s instructions. qPCR was performed using a QuantStudio^TM^ 7 flex (Applied Biosystems, Foster City, California, USA) programmed with the following temperature profile: 2 min at 94°C, followed by 40 cycles composed of 15 s at 94°C, 15 s at 60°C, and 30 s at 72°C, with a final melting curve to check for product specificity. Technical triplicate were carried-out as described in (8). Gene *smc01804* (*rplM*), encoding the 50S ribosomal protein L13, was used as a housekeeping gene for normalization of the expression data. The list of primers used is reported in **Table S2**. Relative quantification (RQ, as 2-ΔΔϹt) values were calculated with the ExpressionSuite ver. 1.0.4 software (Applied Biosystems). Differences on RQ data were evaluated by one-way ANOVA with Tukey pairwise contrast in R (9).

**RNA-sequencing library preparation**

Ribosomal RNA depletion was performed using MICROBexpress kits (ThermoFisher) following the manufacturer’s instruction starting from 0.6-1 µg of total RNA per sample. Removal of rRNA was checked on a Bioanalyzer 2100 (Agilent RNA Nano kit 6000, Agilent Technology). Ribosomal RNA depleted RNA preparations were used for library construction with TruSeq Stranded Total RNA Library Prep Gold kit (Illumina, San Diego, California, USA), using SuperScript II reverse transcriptase (ThermoFisher) for cDNA preparation. Libraries were assessed for quality using a DNA 1000 chip on a Bioanalyzer 2100 (Agilent Technologies), running 1 µl of each undiluted DNA library. Library normalization was performed based on Qubit fluorometric quantification. Libraries were sequenced on an Illumina Novaseq 6000 apparatus with a SP flow cell.

**Bioinformatic and statistical methods**

Reads were demultiplexed using “bcl2fastq2” version 2.2 with default parameters. Demultiplexed sequences were then quality controlled using the StreamingTrim algorithm (version 1.0) (13) with a quality threshold of 20 Phred. Quantification was done by Salmon (version 1.1.0) (14) against *decoy-aware* datasets containing both cDNA and the genome of each strain (as described in Salmon documentation: <https://salmon.readthedocs.io/en/latest/salmon.html#preparing-transcriptome-indices-mapping-based-mode>).

Heatmaps were prepared for each strain using the *ComplexHeatmap* and *Heatmaply* packages of R (15, 16).

Fold change values for all of the core *S. meliloti* genes were extracted and used to run a PCA using the *prcomp* function of R that was visualized with the *ggplot2* package of R (17). The same approach was used to compare expression of core genes across Rm1021, BL225C, and the hybrid strain.

For the Kyoto Encyclopedia of Genes and Genomes (KEGG) module annotations for each gene were extracted; if a gene was annotated with multiple KEGG modules, only the first one was kept. Then, for each strain-condition pairing, KEGG modules that were over- or under-represented among the up- and down-regulated genes (relative to the whole genome) were identified using hypergeometic tests (*p*-value < 0.05) with a custom R script. The same procedure was used to identify Cluster of Orthologous Genes (COG) categories that were over- or under-represented among the up- and down-regulated genes. All data processing was performed using custom Python scripts using Python ver. 3.6.9 and the external libraries Pandas ver. 0.23.4 (18), pickle ver. 4.0, and numpy ver. 1.15.4 (19). Hierarchical clustering was performed with the function “hclust” in R (9) on the log2 fold change of the statistically significant differentially expressed genes. UpsetR (20) was used to visualise intersecting dataset for KEGGs and COGs.

**References**

1. Meade HM, Long SR, Ruvkun GB, Brown SE, Ausubel FM. 1982. Physical and genetic characterization of symbiotic and auxotrophic mutants of Rhizobium meliloti induced by transposon Tn5 mutagenesis. J Bacteriol 149:114 LP – 122.

2. Carelli M, Gnocchi S, Fancelli S, Mengoni A, Paffetti D, Scotti C, Bazzicalupo M. 2000. Genetic diversity and dynamics of Sinorhizobium meliloti populations nodulating different alfalfa cultivars in Italian soils. Appl Environ Microbiol 66:4785–4789.

3. Galardini M, Mengoni A, Brilli M, Pini F, Fioravanti A, Lucas S, Lapidus A, Cheng J, Goodwin L, Pitluck S, Land M, Hauser L, Woike T, Mikhailova N, Ivanova N, Daligault H, Bruce D, Detter C, Tapia R, Han C, Teshima H, Mocali S, Bazzicalupo M, Biondi EG. 2011. Exploring the symbiotic pangenome of the nitrogen-fixing bacterium Sinorhizobium meliloti. BMC Genomics 12:235.

4. Meade HM, Signer ER. 1977. Genetic mapping of Rhizobium meliloti. Proc Natl Acad Sci 74:2076–2078.

5. Checcucci A, DiCenzo GC, Ghini V, Bazzicalupo M, Becker A, Decorosi F, Döhlemann J, Fagorzi C, Finan TM, Fondi M, Luchinat C, Turano P, Vignolini T, Viti C, Mengoni A. 2018. Creation and Characterization of a Genomically Hybrid Strain in the Nitrogen-Fixing Symbiotic Bacterium Sinorhizobium meliloti. ACS Synth Biol 7:2365–2378.

6. Teuber LR, Taggard KL, Gibbs LK, McCaslin MH, Peterson MA, Barnes DK. 1998. Fall dormancyStandard tests to characterize alfalfa cultivars’.(Ed. CC Fox) p. A-1.(North American Alfalfa Improvement Conference: Beltsville, MD).

7. Trabelsi D, Pini F, Aouani ME, Bazzicalupo M, Mengoni A. 2009. Development of real-time PCR assay for detection and quantification of Sinorhizobium meliloti in soil and plant tissue. Lett Appl Microbiol 48:355–361.

8. Checcucci A, Azzarello E, Bazzicalupo M, Galardini M, Lagomarsino A, Mancuso S, Marti L, Marzano MC, Mocali S, Squartini A, Zanardo M, Mengoni A. 2016. Mixed nodule infection in Sinorhizobium meliloti-medicago sativa symbiosis suggest the presence of cheating behavior. Front Plant Sci 7.

9. R Development Core Team. 2012. R: A language and environment for statistical computing. R Found Stat Comput Vienna, Austria.

10. Checcucci A, Azzarello E, Bazzicalupo M, Carlo AD, Emiliani G, Mancuso S, Spini G, Viti C, Mengoni A. 2017. Role and regulation of ACC deaminase gene in Sinorhizobium melilotr: Is it a symbiotic, rhizospheric or endophytic gene? Front Genet 8.

11. Giavalisco P, Köhl K, Hummel J, Seiwert B, Willmitzer L. 2009. 13C isotope-labeled metabolomes allowing for improved compound annotation and relative quantification in liquid chromatography-mass spectrometry-based metabolomic research. Anal Chem 81:6546–6551.

12. Oksanen J, Blanchet F, Kindt R, Legendre P, Minchin P, O’Hara R, Simpson G, Solymos P, Stevens M, Wagner H. 2013. vegan: Community Ecology Package. R package version 2.0-10. R Packag version.

13. Bacci G, Bazzicalupo M, Benedetti A, Mengoni A. 2014. StreamingTrim 1.0: A Java software for dynamic trimming of 16S rRNA sequence data from metagenetic studies. Mol Ecol Resour 14.

14. Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. 2017. Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods 14:417–419.

15. Gu Z, Eils R, Schlesner M. 2016. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics 32:2847–2849.

16. Galili T, O’Callaghan A, Sidi J, Sievert C. 2018. heatmaply: an R package for creating interactive cluster heatmaps for online publishing. Bioinformatics 34:1600–1602.

17. Wickham Hadley. 2009. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York.

18. Reback J, McKinney W, jbrockmendel, Bossche J Van den, Augspurger T, Cloud P, gfyoung, Sinhrks, Klein A, Roeschke M, Hawkins S, Tratner J, She C, Ayd W, Petersen T, Garcia M, Schendel J, Hayden A, MomIsBestFriend, Jancauskas V, Battiston P, Seabold S, chris-b1, h-vetinari, Hoyer S, Overmeire W, alimcmaster1, Dong K, Whelan C, Mehyar M. 2020. pandas-dev/pandas: Pandas 1.0.3 https://doi.org/10.5281/ZENODO.3715232.

19. Oliphant TE. 2006. A guide to NumPy. Trelgol Publishing USA.

20. Conway JR, Lex A, Gehlenborg N. 2017. UpSetR: An R package for the visualization of intersecting sets and their properties. Bioinformatics 33:2938–2940.

# Supplementary material for: Nonadditive Transcriptomic Signatures of Genotype-by-Genotype Interactions during the Initiation of Plant-Rhizobium Symbiosis
**Source:** mSystems. 2021 Jan 12;6(1):e00974-20. doi: 10.1128/mSystems.00974-20
**Supplement:** TABLE S4

# Supplemental Table S4.

A)

| Strain            | Host plant of original isolation | Genome sequence | Reference |
|-------------------|----------------------------------|-----------------|-----------|
| Rm1021            | <i>M. sativa</i>                 | GCA_000006965.1 | [1]       |
| AK83* (DSM23914)  | <i>M. falcata</i>                | GCA_000147795.3 | [2]       |
| BL225C (DSM23913) | <i>M. sativa</i>                 | GCA_000147775.3 | [2]       |

\* AK83 strain is also present, as original specimen after initial isolation, in the culture collection of All-Russia Institute of Agri- cultural Microbiology (RIAM, St. Petersburg, Russia).

B)

| Name of the cultivar | Germplasm type                                   | Fall dormancy | Producer of the material |
|----------------------|--------------------------------------------------|---------------|--------------------------|
| Camporegio           | <i>Medicago x varia (M. sativa x M. falcata)</i> | 3             | CREA-FLC, Lodi, Italy    |
| Verbena              | <i>M. falcata</i>                                | 4             | CREA-FLC, Lodi, Italy    |
| Lodi                 | <i>M. sativa</i>                                 | 6             | CREA-FLC, Lodi, Italy    |

C)

| Gene name    | Locus tag   | Strain | Forward sequence (5'-3') | Reverse sequence (5'-3') |
|--------------|-------------|--------|--------------------------|--------------------------|
| <i>rplM</i>  | SMc01804    | Rm1021 | AAGCGGCCTTCGATGATCTG     | CTCCACCGGCAGAAAGTACAC    |
| <i>nodA</i>  | Sma0869     | Rm1021 | ACCACCAGGAGCTCTCAGAA     | TATCCCGACCGAGTCGTAAG     |
| <i>nodB</i>  | Sma0868     | Rm1021 | TGAGATTGTTCGAGGCAAGTG    | GGATCTGCCGACCAATGTAT     |
| <i>sinI</i>  | SMc00168    | Rm1021 | TCCCGAAATCTCCAGGATC      | ACCGTGACGATATGGCTGAT     |
| <i>emrB</i>  | SMc03167    | Rm1021 | AATGCGTCGGGACTCTACAA     | GCTGCGTGAGGATAGTGTTG     |
| <i>fixO2</i> | SMa0766     | Rm1021 | GTTTCAGTGGGGATCGAAGC     | GAGGTTCGATCATGTGCTGC     |
|              | SinmeB_6271 | BL225C | ACAATCTTTTCGTCGCAGCC     | CGAACAAGATCCGCCACAAT     |
|              | SinmeB_4750 | BL225C | TATGTCGTCGGCCAGATCC      | GCCGGTATAGCTTCCCTTGA     |

|  |            |      |                      |                      |
|--|------------|------|----------------------|----------------------|
|  | Sinme_4706 | AK83 | CGAAGAGAAGACCAAAGGCG | CTGGATCTGACCCTTTTCGC |
|  | Sinme_6882 | AK83 | GTAATGTGACGACGCCCTTC | ACGTTCCATTTGTCGGCTTT |

- 1 Meade, H.M. *et al.* (1982) Physical and genetic characterization of symbiotic and auxotrophic mutants of *Rhizobium meliloti* induced by transposon Tn5 mutagenesis. *J. Bacteriol.* 149, 114 LP – 122
- 2 Galardini, M. *et al.* (2011) Exploring the symbiotic pangenome of the nitrogen-fixing bacterium *Sinorhizobium meliloti*. *BMC Genomics* 12, 235

How the deposited data were processed for this re-analysis (not part of the article)

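RNA sequencing libraries of S. meliloti Rm1021, AK83, BL225C and the hybrid strain BM806 were examined, from cultures exposed for 4 h to luteolin, to 1 of 3 alfalfa root exudates or to a blank. There were 58 libraries, 15 each for Rm1021 and AK83 and 14 each for BL225C and the hybrid, with 3 per strain and condition except for 2 for BL225C under Verbena and 2 blanks of the hybrid. Conditions and strains were taken from the sample labels. The labels describe the blanks as untreated, whereas Text S1 gives the volume of plant-free medium added, 0.806 ml against 0.250 ml of the Camporegio, 0.224 ml of the Verbena and 0.042 ml of the Lodi exudate. The volume added differs with the cultivar, so the 2 cannot be separated.

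The values in the files are estimated counts of reads per gene, which the authors made with Salmon 1.1.0 after demultiplexing with bcl2fastq2 and trimming with StreamingTrim, imported with tximport and deposited as whole numbers without normalization. A table of estimated counts per orthologous group, summed by the authors over groups from Roary at 90% identity, was used for comparisons between strains. A file of sequencing run statistics holds no values per sample and was not used here. Between replicates the counts vary more than counting error alone, with a chi-squared per degree of freedom of at least 2.077 in 56 pairs of libraries.

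Library totals ranged from 18145 to 9389601 counts, with a median of 2865957, and 7 of 58 libraries held fewer than 1000000. The tests take the spread between replicates from the libraries, and their precision is given by the standard errors. For edgeR, a standard error is the absolute log2 fold change divided by the square root of the F statistic of its test. Genes were paired with orthologous groups, and so with names, where the counts across all libraries of a strain were identical, unique and summed to at least 20. This paired 6006 genes in Rm1021, 6141 in AK83, 6132 in BL225C and 6124 in the hybrid, of which 1828, 1712, 1770 and 1821 have a gene symbol. Of the identifiers, 0 matched the reference gene table in each strain. The megaplasmid was taken as the 1396 genes of the hybrid whose identifiers are also in the BL225C table, and orthologs in Rm1021 (901) and AK83 (784) were assigned to it.

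Within each strain, edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15) compared each treatment with the blank over all libraries of the strain. Adjusted p values are from the Benjamini-Hochberg method over all tested genes unless stated otherwise. A DEG had an absolute log2 fold change of at least 1 and an adjusted p under 0.01. Counts per 1000000 (CPM) use TMM-scaled library sizes, and the plots use library totals with a pseudocount of 1 CPM. DESeq2 1.42.0 was run as an alternative. Tests of the strain and condition terms, and of the hybrid against both parents, used edgeR on the ortholog table at an adjusted p under 0.05. Sets of genes were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and at least 3 genes per set. The 8 sets, formed by gene symbol, were ribosomal proteins, flagellum and motility, chemotaxis, nodulation, nitrogen fixation, rhizobactin, chaperones and proteases, and exopolysaccharide synthesis. The set of chaperones and proteases took every symbol starting with dna, whatever its function. Shares were compared with Fisher's exact test in Python 3.11.15 with scipy 1.17.1, where genes are not independent replicates. Other computations used R 4.3.3, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The correlation with RT-qPCR used the exact permutation test over all 40320 arrangements in place of the planned 100000 resamples, since it has 8 pairs.

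The tests, the DEG thresholds, the sets and the alternatives apart from those named as later choices were set before the data were examined. Named genes were chosen by a rule: the genes that the paper names, some of whose fold changes in Table S3 had been seen, the 2 largest rises and 2 largest falls under Camporegio and the 2 largest rises under luteolin in each strain among DEGs with a mean of at least 50 counts and a change in the same direction in each replicate, the 5 largest such rises specific to the hybrid under Lodi, and the 3 core groups with the smallest interaction p. The alternatives were DESeq2 with and without shrunk fold changes, RLE normalization, no filter, a stricter filter, only the 2 groups compared, the replicate number as a block, thinned counts, an adjusted p under 0.05, other distances and linkages, other set tests, and leaving out libraries or replicate numbers in turn. The tools were tested on simulated data, in which 200 genes with a log2 fold change of 2 were added, and edgeR recovered 200 of them in Rm1021, 180 in AK83, 200 in BL225C and 187 in the hybrid, each with 1 false call. The nested test for the interaction recovered 190 with 8 false calls, and the test of the hybrid against both parents 188 with 1.

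COG and KEGG annotation, Data Set S1 and the NodD regulon lists were not used here, so the COG and NodD results of the paper were not analysed. The locus tags SMc03167, SinmeB_6271, SinmeB_4750, Sinme_4706 and Sinme_6882 could not be paired with identifiers in the files, and emrB, the symbol that the paper's primer list gives for SMc03167, was looked up and is not among the names of the orthologous groups. The chromosome and pSymB could not be told apart.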

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

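The tests of these differences under RLE normalization and without the smallest libraries were added after the differences had been seen, with their own outcomes not yet known, and the second was divided by the number of libraries left after its outcome was known. Among the genes that the paper names, 21 differences between strains in the response to a treatment passed an adjusted p under 0.05 in a test of the difference itself (edgeR, Benjamini-Hochberg), with adjusted p from 5.8e-12 to 0.0314.

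Under Camporegio, the log2 fold change of Rm1021 exceeded that of AK83 by 5.31 for flgF and differed by -1.71 for sinI. Against BL225C, Rm1021 differed by 4.52 for flgF, 4.40 for flgC, 1.30 for rplM, -3.00 for sinI and -2.19 for fixO2. Against the hybrid, it differed by -6.79 for fixO2, 1.92 for rhtX and -1.54 for sinI. BL225C differed from the hybrid by -4.15 for flgF, -3.64 for flgC, -4.59 for fixO2, -1.98 for rplM, 2.27 for rhtX and 1.47 for sinI. Under luteolin, Rm1021 differed from AK83 by 4.16 for nodA and 3.86 for nodB, and from BL225C by 3.28 for nodA and 3.42 for nodB, and BL225C differed from the hybrid by -1.24 for rplM.

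The scaling of the libraries is not the whole explanation, since 21 of 21 differences stayed past the threshold with the same sign under RLE. Depth in the smallest libraries is argued against for the 7 differences between Rm1021 and BL225C. For those under Camporegio the compared groups hold no library under 1000000 counts, so leaving out the 7 libraries under it removed none of theirs. Under luteolin that step removed Rm1021 luteolin replicate 1. The differences then stayed past the threshold with the same sign, at 3.39 for nodA (edgeR adjusted p = 1.2e-05) and 3.58 for nodB (edgeR adjusted p = 1.4e-06). For the other 14 differences depth and a difference in response cannot be told apart: 13 stayed past the threshold with the same sign, but the blank of AK83 or of the hybrid, and AK83 under luteolin, are then 1 library each, assumed to vary like the other groups. The exception was rplM between BL225C and the hybrid under luteolin, at -1.08 (adjusted p = 0.101). Several of the differences rest on few counts, such as flgF in AK83 with 7 counts over its 3 blanks and fixO2 in the hybrid with 40 and 0 counts in its 2 blanks, so their size is uncertain. These differences were not computed with each library left out in turn. Reads shared between paralogs within an orthologous group were not tested and remain open. A difference between the genotypes of the strains, which the design names, also remains open and was not tested beyond these comparisons.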

How the results depend on the processing

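The luteolin libraries as the control of the hybrid, the hybrid blanks left out for its specific Lodi genes, and the pairs of RT-qPCR left out in turn, were chosen after seeing the data; the other settings here were not. Of the counts, shares and set tests that answer a comparison, 530 values under the alternatives stayed on the same side, 110 counts or shares moved, 16 were weaker, 9 stronger and 7 reversed. Of the fold changes of single genes, 1180 stayed the same, 46 were weaker, 10 stronger and 4 reversed. Except where an alternative leaves fewer counts, libraries or genes by its construction, the cause was not tested.

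Thinning every library to the smallest total, 18145 counts, left 0 DEGs in all 16 comparisons by edgeR, with 36 to 134 genes at an unadjusted p under 0.05 per comparison; DESeq2 was not run on these counts. The log2 fold changes of wgeA in Rm1021 under Camporegio (6.47) and of rplM in Rm1021 under Verbena (-2.32) and in the hybrid under Camporegio (-1.19) and Verbena (-0.22) then had the opposite sign. At this depth few genes can be tested, which limits what thinned counts show.

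DESeq2 gave 46 DEGs under Lodi and 29 under luteolin in Rm1021, 91 under Lodi, 297 under Verbena and 75 under luteolin in AK83, and 74 under luteolin in the hybrid. The up and down split under DESeq2 was 59 and 32 for AK83 under Lodi, and in the hybrid 327 and 284 under Camporegio, 76 and 28 under Lodi, 236 and 178 under Verbena and 31 and 43 under luteolin. Also under DESeq2, the share of Camporegio DEGs that were Verbena DEGs was 87.2% in Rm1021, the correlation of Camporegio and Verbena was 0.897 in Rm1021 and 0.81 in BL225C, 14.1% of Camporegio DEGs in AK83 were Lodi DEGs, and 5.4% in the hybrid were luteolin DEGs. The core share was 92.7% among upregulated genes of Rm1021 and 86.7% among the DEGs of AK83, on the other side of the share of all tested genes, and the profiles of Camporegio and Verbena joined before others in 3 strains. Shrunk fold changes gave 5 and 8 DEGs in Rm1021 under Lodi and luteolin, and 33 and 117 in BL225C.

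Fitting only the 2 groups compared gave 19 DEGs under Camporegio and 9 under luteolin in AK83, and 266, 42 and 109 in the hybrid under Camporegio, Lodi and Verbena. With the luteolin libraries as the control, the hybrid had 132 under Lodi. In the test of strain and condition, core groups only gave 1458 groups with strain alone and 841 with strain and condition. Of its 4990 tested groups, 454 had no significant term, and the count is 3498 with the groups left out of that fit. All 4 strains gave 61 with condition alone, and a fold change of at least 2 gave 503 with strain and condition. With groups that were not tested included, a fold change of at least 2 gave 3157 with none and no filter gave 808. Without the filter the correlation of Camporegio and Verbena was 0.896 in Rm1021 and 0.844 in BL225C, their profiles joined before others in 3 strains, and the core share of upregulated genes in Rm1021 was 88.6%, now above the share of all tested genes by Fisher's exact test. At an adjusted p under 0.05, 12.9% of Camporegio DEGs in AK83 were Lodi DEGs. With 1 minus Pearson's r, the Lodi profile joined Camporegio and Verbena next in 3 strains over the megaplasmid. With a mean of at least 50 counts, the core share was 92.9% among upregulated genes of Rm1021 and 92.8% among those of AK83, 85% among all DEGs of AK83 and 84.9% among all DEGs of BL225C, below the share of all tested genes.

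With an estimated correlation between genes, camera called 14 of 124 sets. The adjusted p of ribosomal proteins was then 0.3 under Camporegio and 0.34 under Verbena in AK83 and 0.49 and 0.4 in BL225C, and that of chaperones and proteases was 0.37 and 0.35 in Rm1021, 0.22 and 0.32 in AK83 and 0.24 and 0.16 in BL225C.

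With the replicate block, the core share of upregulated genes in Rm1021 was 89.1% and the exact p fell to 0.032. Camera then called 66 sets, the 64 called without it and 2 more, chaperones and proteases in Rm1021 under Lodi (0.051 without and 0.046 with the block) and exopolysaccharide synthesis in BL225C under luteolin (0.075 and 0.037). The replicate numbers were not taken to pair the samples, since the correlation of libraries with the same number, after subtracting the mean of each condition, was over 0.1 in 7 of 30 pairs in Rm1021, 4 of 30 in AK83, 13 of 26 in BL225C and 3 of 26 in the hybrid. The means were 0.052, 0.026, 0.042 and 0.032, against -0.026, -0.013, -0.021 and -0.016 for libraries with different numbers, so some deviation shared by number is not excluded.

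Leaving out 1 library in turn gave 44 to 65 DEGs under Lodi in Rm1021, with the lowest counts without Lodi replicate 2 (44) and blank replicate 2 (46). In AK83 it gave 143 to 438 under Camporegio (144 without Camporegio replicate 1 and 143 without replicate 2), 8 to 50 under Lodi (8 without Lodi replicate 3, 50 and 37 without blank replicates 2 and 3), 51 to 260 under Verbena (70 and 51 without Verbena replicates 2 and 3) and 14 to 49 under luteolin (14 without blank replicate 1 and 19 without luteolin replicate 3). In the hybrid it gave 419 to 973 under Camporegio, 55 to 600 under Lodi, 268 to 855 under Verbena and 18 to 585 under luteolin, each highest without blank replicate 1, which leaves 1 blank assumed to vary like the other groups; the luteolin count was 18 and 24 without luteolin replicates 2 and 3.

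Leaving out all libraries of a replicate number gave 521 to 1539 groups with an interaction and 1669 to 2070 with no effect. The share of Camporegio DEGs that were Verbena DEGs ranged from 77.9% to 85.2% in Rm1021, 36.7% to 78.6% in AK83, 36.6% to 54.5% in BL225C and 43.9% to 77.8% in the hybrid, and the correlation of the 2 from 0.908 to 0.932 in Rm1021 and 0.828 to 0.864 in BL225C. The share that were Lodi DEGs ranged from 2.69% to 7.73% in Rm1021, 0 to 17.8% in AK83, 3.36% to 6.72% in BL225C and 10.4% to 38.7% in the hybrid, and the share that were luteolin DEGs from 8.22% to 42.9% in AK83, 7.43% to 10.6% in BL225C and 1.32% to 33.3% in the hybrid. The 0 is for AK83 without replicate 2, where edgeR gave 0 Lodi DEGs and 1020 genes had an unadjusted p under 0.05. The Camporegio and Verbena profiles joined before others in 3 to 4 strains. The megaplasmid share in AK83 was 0 to 1.63% of upregulated and 0 to 31.2% of downregulated genes, and in the hybrid 10.2% to 21.2% and 13.1% to 22.4%. In AK83 the megaplasmid shares of 0 rest on 10 and 13 upregulated genes without replicates 1 and 2, and on 4 downregulated genes without replicate 1. The core share of upregulated genes was 88.8% to 90.8% in Rm1021 and 83.3% to 100% in AK83. Groups with a response of the hybrid unlike both parents numbered 140 to 1042 under Camporegio, 28 to 928 under Lodi, 69 to 962 under Verbena and 1 to 1004 under luteolin, the highest without hybrid blank replicate 1. Genes up only in the hybrid under Lodi numbered 52 to 374, with 17.1% to 92.8% on the megaplasmid, and the adjusted p of chaperones and proteases in AK83 under Verbena ranged from 4.6e-04 to 0.051.

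The relation of RT-qPCR and fold change limited to DEGs left 4 pairs and gave no value.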

Differences from the paper's values

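No test in this part was chosen after the values were seen. For DEGs, the paper's value for Rm1021 under Lodi is 32 and the value here is 71; of the alternatives set before the data were examined, DESeq2 (46), without Lodi replicate 2 (44) and without blank replicate 2 (46) come within 1.5 times of it, and the other settings do not. For AK83 under Lodi the paper's value is 66 and the value here 22, with DESeq2 (91), an adjusted p under 0.05 (95), without blank replicate 2 (50) and without all libraries of replicate 3 (89) within 1.5 times and the other settings not. For AK83 under luteolin the paper's value is 60 and the value here 37, with DESeq2 (75), an adjusted p under 0.05 (72), the replicate block (42), without blank replicate 2 (49) or 3 (45) and without all libraries of replicate 3 (57) within 1.5 times and the other settings not.

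For orthologous groups, the paper's value for strain alone is 2,028 and the value here 3100, with a fold change of at least 2 (2584) and core groups only (1458) within 1.5 times and the other alternatives not. For condition alone the paper's value is 87 and the value here 189, with all 4 strains (61) within 1.5 times and the other alternatives not. For no effect the paper's value is 2,417 and the value here 1366, where the values here count groups that were not tested as well. A fold change of at least 2 (3157) and leaving out replicate 1 (1669), 2 (2070) or 3 (1724) come within 1.5 times. RLE, no filter, 4 strains, the replicate block and DESeq2 do not. Core groups only (3498) cannot be compared, since most of that count is groups left out of the fit. Of its 4990 tested groups, 454 had no significant term.

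For log2 fold changes in Table S3, the paper's value for sinI under luteolin is 0.00 and the value here 0.14, where values are taken as different when they lie apart by more than 1 standard error of the fit at that setting (0.12 for this value, whose adjusted p is 0.887), with 2 groups only (0.13), DESeq2 (0.13), thinned counts (-1.17, with a larger error), without blank replicate 3 (0.04) and without luteolin replicate 2 (0.09) or 3 (0.14) within the error and the other alternatives not. The paper's value for fixO2 under Lodi is -0.16 and the value here -0.50, with shrunk fold changes (-0.28), thinned counts (-0.19) and without Lodi replicate 2 (-0.39) within the error and the others not. The paper's value for fixO2 under luteolin is -0.01 and the value here -0.29, with shrunk fold changes (-0.13), thinned counts (-1.29, with a larger error) and without luteolin replicate 1 (-0.11) or 2 (-0.19) within the error and the others not.

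In Table S3, 1 of 28 relative quantities, 0.096 for SinmeB_4750 under Camporegio, lies above the maximum of 0.0101 given beside it. Over that table's own columns, Pearson's r of fold change and relative quantity is 0.7 over 28 pairs and 0.735 over the 19 pairs that the paper calls, against 0.291 here for the 8 pairs of sinI and fixO2.

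The paper reports more Lodi DEGs in the hybrid than in either parent; here the hybrid had 74, above Rm1021 (71) and below BL225C (76), while DESeq2 gave 104, 46 and 91. The paper found no evidence in its strains for changed expression of exopolysaccharide genes such as wgeA; here it was a DEG under Camporegio in Rm1021 (-1.53) and the hybrid (-1.03), not in Rm1021 by DESeq2, and in the hybrid not without Camporegio replicate 1 (-1.02), Camporegio replicate 3 (-0.96) or blank replicate 2 (-0.70). The paper puts the core share of upregulated genes at or above a threshold that the share in Rm1021 did not reach here (88.6%), while that in AK83 (93.2%), in BL225C (92.3%) and over the 3 wild types together (91.2%, 1146 of 1257 genes) did; in Rm1021 DESeq2 (92.7%), a mean of at least 50 counts (92.9%) and leaving out replicate 2 (90.8%) exceeded it.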

Other observations

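The tests of explanations in this part were chosen after the results had been seen, that of the AK83 depth with its expected outcomes written before it was run, while the tests of gene sets and the rule for choosing genes were planned.

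In the Rm1021 luteolin replicate 1 library, of 18145 counts, wgeA had 99 counts. A change of the exopolysaccharide genes alone is argued against: 21 other genes that are at least 8 times higher in AK83 and BL225C than in Rm1021 held 70 counts where 10.6 were expected from the other luteolin libraries, a ratio of 6.58, while the ratio was between 0.898 and 1.25 in the other 14 Rm1021 libraries. Reads of an AK83 or BL225C library remain open as a candidate explanation, with a share of 13.3% by these genes and 7% by 22 exopolysaccharide genes without wgeA. A mislabelled or mixed library of another origin was not tested.

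The 64 genes on the megaplasmid that rose only in the hybrid under Lodi were low in the hybrid blanks. The depth of blank replicate 2 alone is argued against, since 62 of the 71 hybrid-specific genes were also called with the luteolin libraries as the control. In the luteolin libraries, which are in neither group of the Lodi comparison but entered its normalization and estimate of the spread, the median log2 level of these 64 genes in the hybrid relative to BL225C was -2.90, below 0 for 64 of 64, against -0.59 for 1119 other megaplasmid genes, and under Lodi it was -0.98. A low level of these genes in the hybrid without root exudate may therefore underlie part of the rise, as a hypothesis found and tested on the same libraries. Which regulator is involved was not tested.

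Under Camporegio, the fold changes of 810 megaplasmid groups in the hybrid correlated with BL225C at 0.269 and with Rm1021 at -0.339, a difference of 0.608 (95% bootstrap interval 0.49 to 0.71 over 1000 resamples of genes, which are not independent). For 4271 other groups the correlations were 0.29 and 0.544, a difference of -0.254 (-0.296 to -0.207). Each replicon may respond more like its strain of origin; the strains have separate blanks, so a shared blank does not explain these correlations.

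In AK83 the number of DEGs under Camporegio was 310, with blanks of 199301, 489989 and 2694337 counts. With the Rm1021 libraries thinned to the AK83 totals where these were smaller, Rm1021 had 450 DEGs under Camporegio against 761 in full. Under Verbena, Lodi and luteolin 4 Rm1021 libraries were smaller than their AK83 counterparts to begin with, so the counts there (453, 16 and 23) are not at the AK83 depth. The depth of the AK83 blanks and a weaker response cannot be told apart, since thinning closed a part of the gap under Camporegio and the spread between replicates is also wider in AK83. The AK83 count also hung on single Camporegio libraries. It was 438 without replicate 3, and 144 and 143 without replicates 1 and 2.

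With 3 libraries against 3, the splits by themselves cannot exclude chance for any count of DEGs or set calls. At most 10 splits exist, so the share is at least 1 in 10. The real split was the only 1 of 10 splits with as many DEGs in the 11 comparisons with 3 libraries in each group. The other splits gave at most 7 DEGs against 50 in Rm1021 under luteolin. There another split had 560 genes at an unadjusted p under 0.05, against 495 in the real one. In the other 10 comparisons the other splits gave 0 by edgeR, with up to 284 to 722 genes at an unadjusted p under 0.05. DESeq2 was not run on the splits. Simulated groups without a change had at most 3 DEGs. This argues against chance for those 10 comparisons, which had 22 to 1288 DEGs. For set calls, as many splits as 4 under Camporegio, 7 under Lodi, 7 under Verbena and 5 under luteolin in Rm1021, 2, 1, 1 and 2 in AK83, and 9 under Camporegio, 7 under Lodi and 10 under luteolin in BL225C gave as many calls. For the groups with an effect of the interaction, of condition and of strain, 1 of 25 splits was as large, the real one. The largest other counts were 192, 22 and 0, where the 0 is by edgeR, at an adjusted p under 0.05. This argues against chance for the effect of condition. Conditions were shuffled within each strain, which removes the effect of condition along with the interaction. These splits therefore cannot exclude chance for the interaction by itself. Shuffled strains mix libraries that lack different genes, which widens the spread, so the 0 for strain cannot decide either. With 25 splits the share is at least 1 in 25.

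Nitrogen fixation genes fell as a set under Camporegio in Rm1021 (39 genes, median log2 fold change -1.29, camera, adjusted p = 4.5e-17) and AK83 (25 genes, -1.05, adjusted p = 2.1e-06). In BL225C the median was -0.26 (camera, adjusted p = 0.4), and in the hybrid it was 0.36 (camera, adjusted p = 0.27). Chemotaxis genes rose in Rm1021 (1.78, camera, adjusted p = 2.4e-06) and in the hybrid (2.68, adjusted p = 2.5e-05), and the median was 0.21 (adjusted p = 0.28) in AK83 and -0.11 (adjusted p = 0.5) in BL225C. Nodulation genes had medians under luteolin above 0 in Rm1021 (0.87, camera, adjusted p = 1.1e-09), AK83 (0.84, adjusted p = 0.011), BL225C (0.63, adjusted p = 5.6e-09) and the hybrid (0.45, adjusted p = 0.013). Of the nitrogen fixation and nodulation calls given here 0 held with an estimated correlation, and chemotaxis held with it in Rm1021 (0.022). With fry, nodulation in Rm1021 did not hold (0.21), and the exact permutation p of the mean of that set was 1, with 10 of 10 splits as large; the other calls given here held with fry, which also called chemotaxis in BL225C (0.027) and nitrogen fixation in the hybrid (0.0015). Without all libraries of replicate 1, which include the Rm1021 luteolin library of 18145 counts, the adjusted p of nodulation by camera was 5.7e-33 in Rm1021, 0.14 in AK83 and 0.32 in the hybrid.

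Other genes chosen by the rule are not paired with names or lie outside the claims. Under Camporegio the largest falls in Rm1021 were -4.08 and -3.91, in AK83 a further rise was 4.12 with falls of -3.80 and -3.28, and in the hybrid flgG (4.61) and cheR (4.21) rose and the largest falls were -4.33 and -4.16. Under luteolin the largest rises were 3.16 and 3.14 in AK83, 3.34 for a further gene in BL225C, and 3.71 and 3.37 in the hybrid. In AK83 the gene with a rise of 4.12 is also the one with 3.16, and without blank replicate 2 the values were 6.68 and 5.72. In the hybrid, cheR was not a DEG without blank replicate 1, and for flgG, cheR and the gene with 3.37 no fold is given without that library, since blank replicate 2 held 0 counts of each.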
